# Vegfc/d-dependent regulation of the lymphatic vasculature during cardiac regeneration is influenced by injury context

**DOI:** 10.1038/s41536-019-0079-2

**Published:** 2019-08-22

**Authors:** Céline J. Vivien, Cathy Pichol-Thievend, Choon Boon Sim, Jacob B. Smith, Neil I. Bower, Benjamin M. Hogan, James E. Hudson, Mathias Francois, Enzo R. Porrello

**Keywords:** Angiogenesis, Cardiac regeneration

## Abstract

The lymphatic vasculature mediates essential physiological functions including fluid homeostasis, lipid and hormone transport, and immune cell trafficking. Recent studies have suggested that promoting lymphangiogenesis enhances cardiac repair following injury, but it is unknown whether lymphangiogenesis is required for cardiac regeneration. Here, we describe the anatomical distribution, regulation, and function of the cardiac lymphatic network in a highly regenerative zebrafish model system using transgenic reporter lines and loss-of-function approaches. We show that zebrafish lacking functional *vegfc* and *vegfd* signaling are devoid of a cardiac lymphatic network and display cardiac hypertrophy in the absence of injury, suggesting a role for these vessels in cardiac tissue homeostasis. Using two different cardiac injury models, we report a robust lymphangiogenic response following cryoinjury, but not following apical resection injury. Although the majority of mutants lacking functional *vegfc* and *vegfd* signaling were able to mount a full regenerative response even in the complete absence of a cardiac lymphatic vasculature, cardiac regeneration was severely impaired in a subset of mutants, which was associated with heightened pro-inflammatory cytokine signaling. These findings reveal a context-dependent requirement for the lymphatic vasculature during cardiac growth and regeneration.

## Introduction

In adults, lymphangiogenesis frequently occurs at sites of tissue injury and inflammation.^1–4^ This rapid lymphangiogenic response to injury is thought to contribute to the resolution of edema and clearance of immune cells at the wound site.^1,5–7^ Promoting lymphangiogenesis has therefore emerged as an attractive therapeutic strategy to facilitate tissue repair.^8–11^ However, whether the lymphangiogenic response influences endogenous tissue repair in highly regenerative organisms such as zebrafish is currently unclear. Identifying the cellular mechanisms and physiological processes that govern cardiac regeneration has the potential to inform new therapeutic approaches for ischemic heart disease and heart failure.

The heart relies on lymphatic vessels to maintain fluid balance, which must be tightly controlled to ensure normal cardiac output. The heart comprises an extensive lymphatic vascular plexus, which was originally thought to be entirely derived from the venous circuitry during development.^12,13^ However, a recent study has suggested that cardiac lymphatics may have a developmentally heterogeneous origin, whereby formation of part of the cardiac lymphatic network occurs independent of sprouting from the veins.^11^ The lymphatic vasculature has also emerged as a potential therapeutic target for ischemic heart disease with two independent studies reporting beneficial effects of recombinant vascular endothelial growth factor type C (VEGFC) delivery on cardiac function following experimental myocardial infarction (MI) in mice and rats.^10,11^ While these studies suggest that VEGFC delivery following MI is cardioprotective, the underlying cellular and molecular mechanisms are still poorly understood. Given that VEGFC has immunomodulatory functions that extend beyond its role on lymphatic endothelial cells (LECs),^14^ it is currently unclear whether the cardioprotective actions of VEGFC treatment following MI are due to promotion of VEGFC-dependent lymphangiogenesis.

VEGF family members are key mediators of blood vessel growth (angiogenesis) and lymphatic vessel growth (lymphangiogenesis). The VEGF family includes VEGFA, VEGFB, VEGFC, VEGFD, VEGFE, PLGF-1, and PLGF-2. VEFC and VEGFD are the most potent regulators of lymphangiogenesis. In mice and zebrafish, lymphatic vessel network assembly is dependent on VEGFR3 signaling through its ligand VEGFC.^6,15–17^ Heterozygous deletion of *Vegfr3* in mice causes severe lymphatic defects^18^ and mice lacking *Vegfc* fail to develop a lymphatic vasculature.^16^ In humans, patients harboring loss-of-function mutations in either *VEGFC* or *VEGFR3* develop lymphedema.^19^ Moreover, application of recombinant VEGFC provides a powerful stimulus for lymphangiogenesis in adults, which could be exploited in a number of therapeutic contexts including management of lymphedema and tissue repair.^20^ The other ligand for VEGFR3 is VEGFD, which is not required for development of the lymphatic vasculature in mice,^21^ but can compensate for loss of VEGFC in some contexts.^22^ VEGFD also functions at postnatal stages during the maturation of the lymphatic vascular network in the lung and dermal tissues.^23^ In zebrafish, *vegfd* is required for the development of facial lymphatics^24,25^ and is expressed throughout the embryonic trunk.^26^ Furthermore, genetic disruption of *vegfd* in a hypomorphic *vegfc* mutant background gives rise to severe lymphatic vascular defects in the trunk suggesting a redundant role for these two growth factors during lymphangiogenesis.^25^ In addition, *vegfd* is also required for artery hyperbranching during primary angiogenesis in zebrafish.^25^ Further, the genetic interaction of this growth factor with the transcription factor SOX18 has been shown to control artery caliber and angiogenic remodeling during mouse embryogenesis.^26^ Although VEGFA primarily drives angiogenesis via VEGFR2-dependent signaling, there is some evidence that VEGFA can also regulate lymphangiogenesis following inflammation.^27,28^ Due to their central roles as key mediators of blood vessel growth, VEGF family members are being pursued as therapeutic targets for a variety of disorders including cardiovascular disease.

To investigate the potential function of the lymphatic vasculature in cardiac homeostasis and tissue repair, we used *vegfc/d* loss-of-function in vivo to prevent lymphatic vascular remodeling and determine its impact on cardiac growth and endogenous regeneration following injury in zebrafish. Using a series of lymphatic reporter lines, we describe the major cardiac lymphatic vessels in adult zebrafish and use this system to analyze lymphangiogenesis following cardiac injury. Genetic deletion of *vegfc* and *vegfd* established a requirement for these signaling pathways for development of the cardiac lymphatic vasculature and for maintenance of heart size. Using two independent models of cardiac regeneration, we found a robust lymphangiogenic response occurred following cryoinjury, but not following apical resection injury. The regenerative response following cryoinjury was severely impaired in a subset of mutants lacking functional vegfc/d signaling, which was associated with an exacerbated inflammatory response. These findings reveal a surprising context-dependent requirement for the lymphatic vasculature during physiological cardiac growth and regeneration.

## Results

### Anatomical organization of the cardiac lymphatic network in adult zebrafish

We firstly characterized the anatomical organization of the cardiac lymphatic vasculature in size-matched adult zebrafish using well established lymphatic reporter lines: Tg(−5.2lyve1b:DsRed)^nz101^ ^29^ and Tg(prox1a:KalTA4)^uq3bh^.^30^ Consistent with a LECs molecular identity, we observed a vessel network co-expressing both Prox1a and Lyve1 reporters in the adult zebrafish heart (Fig. 1). A highly-branched network of large lymphatic vessels was present on the bulbus arteriosus, while a less complex network of lymphatics harboring short ramifications was present on the cardiac ventricle (Fig. 1a–e). Ventricular lymphatics were primarily detected at the epicardial surface of the ventricle (Fig. 1a–c), but no vessels were detected on the atrium (Fig. 1a). To determine the proximity of the lymphatics and blood vessels of the heart, we used the Tg(kdrl:EGFP)^s834^:Tg(−5.2lyve1b:DsRed)^nz101^ reporter line,^29,31^ which allows for visualization of both blood vessels and lymphatics. As expected, the cardiac lymphatic network was clearly distinguishable from the coronary vasculature based on the visualization of this dual transgenic reporter line (Fig. 1g). The main lymphatic vessel in the cardiac ventricle ran parallel to the major coronary arteries in close proximity (Fig. 1g), but not all coronary vessels were surrounded by lymphatics (Fig. 1g). Together, these findings demonstrate that, in the absence of injury, the adult zebrafish heart contains a dense network of lymphatic vessels on the bulbous arteriosus and a prominent lymphatic vessel on the epicardial surface of the ventricle with few lymphatics penetrating deeper into the ventricular myocardium and no lymphatics within the atrium.

**Fig. 1:**
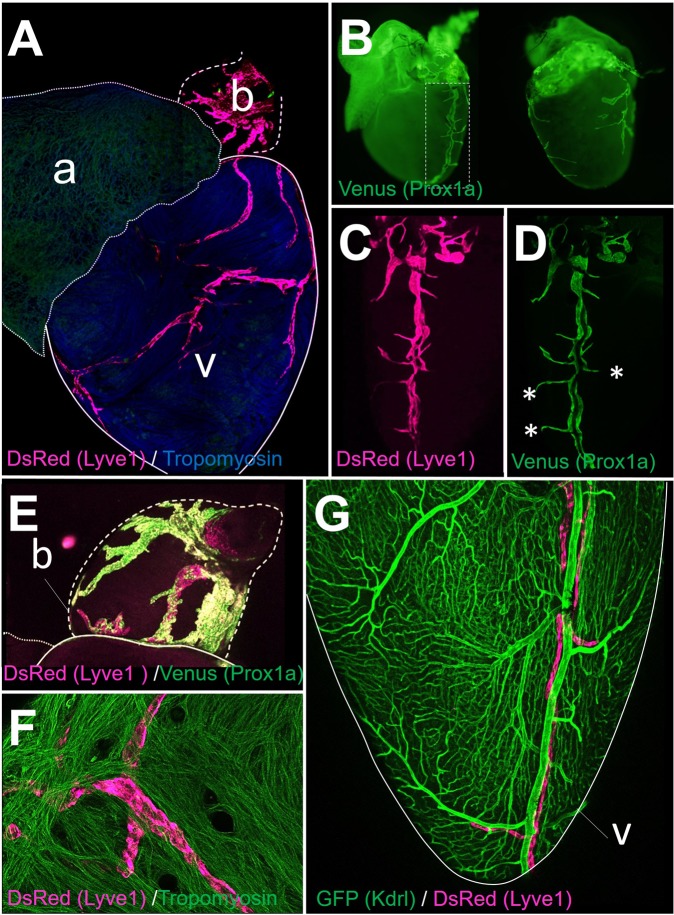
Anatomical organization of cardiac lymphatic vessels in adult zebrafish. **a** DsRed and Tropomyosin staining was performed on Tg(−5.2lyve1b:DsRed)^nz101^ adult zebrafish hearts. A dense lymphatic plexus was present in the bulbous (b) and a prominent lymphatic vascular network was detected on the ventricle (v). No lymphatics were detected on the atrium (a). **b** DsRed and Venus staining was performed on Tg(−5.2lyve1b:DsRed)^nz101^:Tg(prox1a:KalTA4)^uq3bh^ adult zebrafish hearts. Venus expression (Prox1a reporter) shows the same anatomical distribution of lymphatic vessels in the adult zebrafish heart compared with the Lyve1 reporter (**a**). High magnification images of the major lymphatic vessel and associated ramifications in the heart of Prox1 (**c**) and Lyve1 (**d**) reporter fish. There is a strong overlap in Lyve1 and Prox1 reporter expression, with the exception of a few small ramifications that were positive for Prox1 and negative for Lyve1 (*). **e** A broad network of large cardiac lymphatic vessels (DsRed and Venus stained) were detected on the bulbus arteriosus (b). **f** Ventricular lymphatics were predominantly located at the epicardial surface of the ventricle (confocal image taken from epicardial surface of the heart following whole-mount immunostaining for DsRed and Tropomyosin staining on Tg(−5.2lyve1b:DsRed)^nz101^ adult zebrafish heart). **g** Co-GFP and DsRed staining of Tg(kdrl:EGFP)^s834^:Tg(−5.2lyve1b:DsRed)^nz101^ adult zebrafish hearts. Lymphatic vessels (DsRed stained) are clearly distinct from blood vessels expressing Kdrl (GFP stained)

### Impairment of both vegfc and vegfd function prevents the formation of lymphatic vessels but does not block coronary vasculature assembly in the heart

The formation of lymphatic vessels in zebrafish is highly dependent on the Vegfc/d-Vegfr3 signaling axis.^24,25,32,33^ Due to the early lethality of *vegfc* null mutants at day 7 postfertilization,^33^ we used hypomorphic *vegfc* mutants crossed to *vegfd* null mutants (vegfd^uq9bh^:vegfchu^5055^ double mutants hereto referred to as *vegfc*^hy−/−^;*vegfd*^−/−^), which survive to adulthood but have severely impaired lymphangiogenesis.^25^ In addition, *vegfc* and *vegfd* mutants were backcrossed into a Lyve1 transgenic reporter background (Tg(−5.2lyve1b:DsRed)^nz101^) to enable the visualization of the lymphatic vasculature. As expected, in control *vegfc*^*+*/+^;*vegfd*^*+*/+^:Tg(−5.2lyve1b:DsRed) fish DsRed expression was detected in lymphatic vessels within the bulbus arteriosus and within the cardiac ventricle, but was once again absent within the atrium (Fig. 2a). In *vegfc*^+/hy−^:*vegfd*^−/−^;Tg(−5.2lyve1b:DsRed) or *vegfc*^*hy*−/−^;*vegfd*^+/−^:Tg(−5.2lyve1b:DsRed) fish, lymphatics were absent around the ventricle, but were still detected in the bulbous arteriosus (Fig. 2b, c). This indicates that one functional allele of *vegfc* or *vegfd* alone is sufficient to establish and maintain the lymphatic vasculature in the bulbus arteriosus, which contains the highest density of lymphatic vessels in the zebrafish heart. In contrast, double mutants lacking both *vegfc* and *vegfd* alleles were almost completely devoid of lymphatic vessels on the bulbus arteriosus and did not comprise any lymphatics on the cardiac ventricle (Fig. 2d). There was no overt lethality in fish lacking functional *vegfc* and *vegfd*, indicating cardiac function at homeostasis was sufficient for survival without any requirement for a lymphatic vasculature in the heart. Importantly, cardiac blood vessels were detectable in the epicardium and myocardium of both *vegfc*^*+*/+^:*vegfd*^*+*/+^control and *vegfc*^*hy*−/−^;*vegfd*^−/−^mutant fish (Supplementary Fig. 1) indicating that loss of vegfc/d function did not overtly impact the development of the coronary vasculature in zebrafish.

**Fig. 2:**
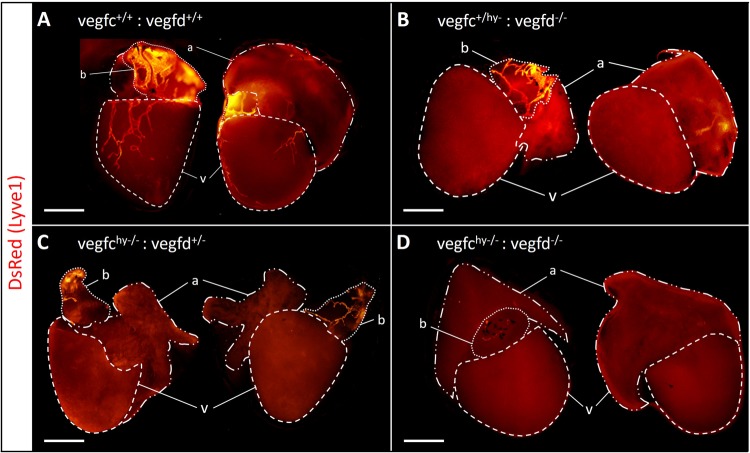
Vegfc and Vegfd are required for maintenance of the adult cardiac lymphatic vasculature. **a**–**d** Lymphatic reporter gene expression (Tg(−5.2lyve1b:Dred) in *vegfc* and *vegfd* mutant lines. There is no ventricular lymphatic network in *vegfc*^hy−/−^;*vegfd*^+/−^ and *vegfc*^+/hy−^:*vegfd*^−/−^ hearts (**b**, **c**). Also, there is an absence of lymphatic vascular network in both the ventricle and bulbus arteriosus of *vegfc*^hy−/−^;*vegfd*^−/−^ double mutants (**d**). Scale bar length: 1 mm

### Dual loss-of-function of vegfc and vegfd causes cardiac hypertrophy in adult zebrafish

We next examined the hearts of *vegfc*^hy−/−^;*vegfd*^−/−^;Tg(−5.2lyve1b:DsRed) fish to identify any potential phenotypic outcome. Ventricular and myocardial volume were significantly increased by ~2.5-fold and ~1.5-fold, respectively, in *vegfc*^hy−/−^;*vegfd*^−/−^;Tg(−5.2lyve1b:DsRed) mutant hearts compared with controls, suggestive of a cardiac hypertrophic response (Fig. 3a–d). The hypertrophic phenotype was highly penetrant with 100% of the mutants having a lager ventricle volume (Fig. 3c) and increased myocardial volume (Fig. 3d) when compared with the controls. Interstitial volume was significantly reduced in *vegfc*^hy−/−^;*vegfd*^−/−^ hearts (Fig. 3e) due to an increased deposition of interstitial nonmuscular, non-collagenous tissue (Fig. 3a, b and Supplementary Fig. 2). There was no statistically significant difference in fibrosis between control and mutant hearts (Supplementary Fig. 2), although there was a highly significant correlation between fibrosis and the hypertrophic phenotype in the absence of injury (Fig. 3f). To determine whether the cardiac hypertrophic phenotype was due to an increase in cardiomyocyte size, we isolated cardiomyocytes by enzymatic digestion of control and mutant ventricles (Supplementary Fig. 2). Cardiomyocyte width, length, and volume were increased (Fig. 3g–k, Supplementary Fig. 2 and Supplementary Data Set 1) in *vegfc*^hy−/−^;*vegfd*^−/−^ mutant hearts consistent with hypertrophy of cardiomyocytes. These findings suggest that loss of vegfc/d function, which is required for the formation of lymphatic vessels in the heart, results in a highly penetrant cardiac hypertrophy phenotype.

**Fig. 3:**
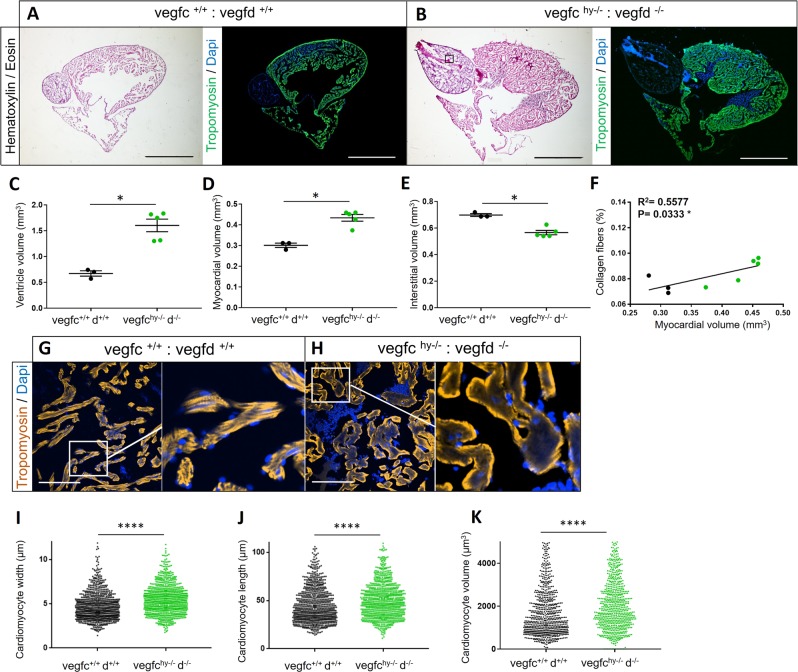
Loss of Vegfc/d signaling causes cardiac hypertrophy. Hematoxylin and Eosin or Tropomyosin and Dapi staining were performed on *vegfc*^*+*/+^:*vegfd*^*+*/+^ (**a**) and *vegfc*^−/−^:*vegfd*^hy−/−^ hearts (**b**). Scale bar length: 0.8 mm. Quantification of ventricle volume (**c**), myocardial volume (**d**), and interstitial volume (**e**) in *vegfc*^*+*/+^:*vegfd*^*+*/+^ and *vegfc*^hy−/−^:*vegfd*^−/−^ mutant hearts. There is marked cardiac hypertrophy with a reduced interstitial volume in *vegfc*^hy−/−^:*vegfd*^−/−^ double mutants. *n* = *3 vegfc*^*+*/+^:*vegfd*^*+*/+^ control hearts and 4 *vegfc*^hy−/−^:*vegfd*^−/−^ mutant hearts. Statistical analysis: unpaired, nonparametric, Mann–Whitney test was used to compare two means. Data are presented as the mean ± standard error of the mean (sem). **f** Correlation analysis between myocardial volume and collagen content in *vegfc*^*+*/+^*:vegfd*^*+*/+^ and *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ mutant hearts. Black plots represent *vegfc*^*+*/+^*:vegfd*^*+*/+^ samples, green plots represent *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ samples. There is a highly significant correlation between fibrosis and myocardial volume. **g**, **h** Tropomyosin and Dapi staining were performed on *vegfc*^*+*/+^:*vegfd*^*+*/+^ and *vegfc*^−/−^:*vegfd*^hy−/−^ hearts. Scale bar length: 100 μm. **i**–**k** Enzymatic digestion was performed on *vegfc*^*+*/+^*:vegfd*^*+*/+^ or *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ mutant ventricles and isolated cardiomyocytes were measured. The black dots represents the *vegfc*^*+*/+^*:vegfd*^*+*/+^cardiomyocytes width (**i**), length (**j**), or volume (**k**) and the green dots represent *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ mutant cardiomyocytes width (**i**), length (**j**), or volume (**k**). There are statistically significant differences in cardiomyocyte size between control and mutant hearts. Frequency distribution calculated from a total of ~200 cardiomyocytes per samples (~800 cardiomyocytes per group) comprising *n* = 4 *vegfc*^hy−/−^:*vegfd*^−/−^ ventricles and n = 4 *vegfc*^*+*/+^:*vegfd*^*+*/+^ ventricles, respectively. Statistical analysis: unpaired, nonparametric, Mann–Whitney test was used to compare the two groups. Significant differences are marked by an asterisk ****p < 0.0001

### Transcriptomic profiling of v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant hearts reveals an upregulation of genes involved in cell proliferation and lipid metabolism

To profile molecular pathways contributing to cardiac hypertrophy in *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutants, we performed RNA-seq on cardiac ventricles from control and mutant zebrafish at 5 months of age (Fig. 4 and Supplementary Data Set 2). Unsupervised hierarchical clustering and principal component analysis (PCA) revealed distinct transcriptional signatures for control and mutant ventricles (Fig. 4a). In total, 616 genes with FDR < 0.05 were upregulated in control hearts and 828 genes were upregulated in mutant hearts (Fig. 4b). Gene set enrichment analysis (GSEA) revealed an enrichment for pathways related to mRNA processing and transcription in control ventricles (Fig. 4c), whereas mutant ventricles were characterized by an upregulation of pathways related to cell proliferation and lipid metabolism, in particular sphingolipid and phospholipid metabolism (Fig. 4d). Interestingly, v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant ventricles were not characterized by an upregulation of classic stress markers associated with pathological hypertrophy or hypertrophic cardiomyopathy in mammals (e.g., *nppa*, *nppb*, *myh7* or *acta1a*)^34^ (Supplementary Fig. 3). As cardiomyocyte hypertrophy is an uncommon phenotype in zebrafish and there are no established experimental models of cardiac hypertrophy in fish, we sought to determine the extent to which the transcriptional profile of v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant ventricles overlapped with the known molecular phenotype of established cardiac hypertrophy models in mice. To identify transcriptional networks that were common to the hypertrophic v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant zebrafish and established cardiac hypertrophy models, we crossed our data set with published data sets for both physiological and pathological cardiac hypertrophy induced by swim training and trans-thoracic aortic constriction (TAC) in mice, respectively (Supplementary Figs 3 and 4).^35^ GSEA revealed a number of transcriptional pathways that were shared between v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutants and both physiological and pathological cardiac hypertrophy models^35^ (Supplementary Figs 3 and 4). Of note, cell cycle and lipid metabolism pathways were upregulated in both v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant zebrafish hearts and adult mouse hearts subjected to pressure overload following TAC (Supplementary Fig. 3). Conversely, genes involved in oxidative metabolism and the tricarboxylic acid (TCA) cycle were downregulated in both v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant zebrafish hearts and adult mouse hearts subjected to pressure overload following TAC. In contrast, pathways related to protein and RNA metabolism were shared between v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant zebrafish hearts and adult mouse hearts subjected to swim training (i.e., physiological hypertrophy) (Supplementary Fig. 4). Thus, some common features of the molecular cardiac hypertrophy program are shared between v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant zebrafish and established models of pathological and physiological cardiac hypertrophy in mice.

**Fig. 4:**
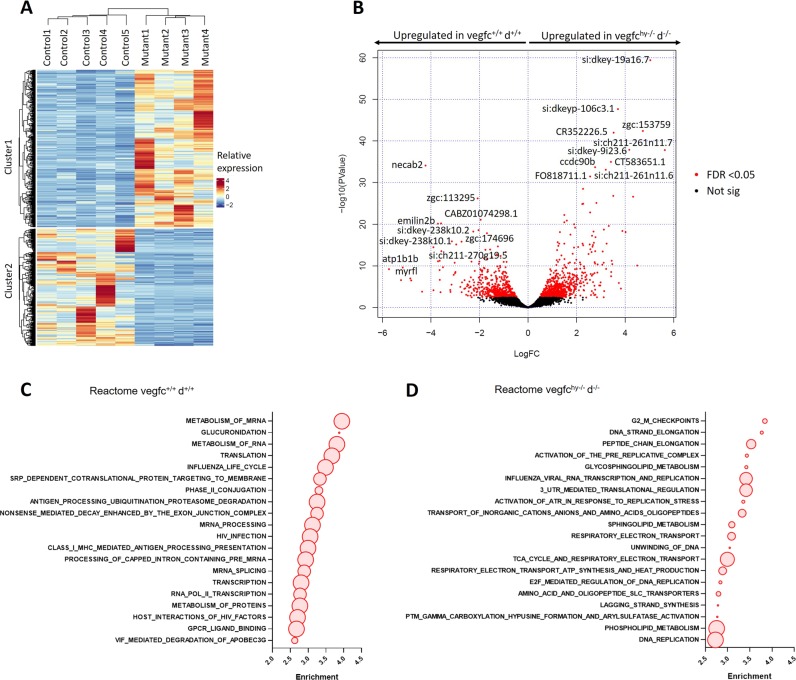
Transcriptomic profiling of v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant hearts reveals a disruption in cell proliferation and lipid metabolism. **a** Unsupervised hierarchical clustering showing distinct transcriptional profiles for *vegfc*^*+*/+^:*vegfd*^*+*/+^ control ventricles and in *vegfc*^hy−/−^:*vegfd*^−/−^ mutant ventricles. **b** Volcano plot of *vegfc*^*+*/+^:*vegfd*^*+*/+^ control ventricles and *vegfc*^hy−/−^:*vegfd*^−/−^ mutant ventricles. The top 10 upregulated genes for each comparison are indicated. Genes highlighted in red have a FDR < 0.05. Gene set enrichment analysis (GSEA) of *vegfc*^*+*/+^:*vegfd*^*+*/+^ control (**c**) and *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutant ventricles (**d**). Representative pathways are highlighted with circles and gene set sizes are represented by circle sizes. GSEA indicates that the *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutant ventricles are characterized by an upregulation of pathways related to cell proliferation and lipid metabolism compared with *vegfc*^*+*/+^:*vegfd*^*+*/+^ control hearts

### Different types of injury cause distinct lymphangiogenic responses

To test whether the cardiac lymphatic network is altered following cardiac injury, we subjected Tg(prox1a:KalTA4)^uq3bh^ lymphatic reporter fish to either apical resection or cryoinjury, both of which stimulate a robust cardiac regenerative response in zebrafish.^36–40^ To control for the impact of chest incision without myocardial damage on the cardiac lymphatic network, we performed sham surgeries and assessed the cardiac lymphatic response in the Tg(prox1a:KalTA4)^uq3bh^ reporter fish line. Following sham surgery, lymphatic vessels were detected on the bulbus arteriosus and the cardiac ventricle (Fig. 5), with a similar network coverage to wild-type control zebrafish (see Fig. 1), indicating that thoracic incision alone was insufficient to promote cardiac neo-lymphangiogenesis. We next assessed the cardiac lymphatics at 4 days or 11 days following apical resection injury. Apical resection injury did not stimulate overt cardiac lymphangiogenesis in adult zebrafish (Fig. 5). In contrast, global cardiac neo-lymphangiogenesis was clearly observed at 4 days and 11 days after cryoinjury, with the entire cardiac ventricle covered by neo-formed lymphatic vessels displaying an intricate network of ramifications (Fig. 5). Given this variable phenotypic response, we next wanted to assess whether this injury-specific response was also conserved in the regeneration of other organs. For these experiments we chose the fin, as both resection and cryoinjury also result in regeneration of this tissue.^41,42^ Consistent with the response of the heart, cryoinjury of the caudal fin stimulated an organ-wide activation of the lymphatic reporter transgene whereas amputation of this appendage failed to elicit any lymphatic vascular outgrowth (Supplementary Fig. 5). Overall, these results reveal that the lymphangiogenic response to tissue injury is highly model-dependent with cryoinjury providing a particularly powerful stimulus for neo-lymphangiogenesis.

**Fig. 5:**
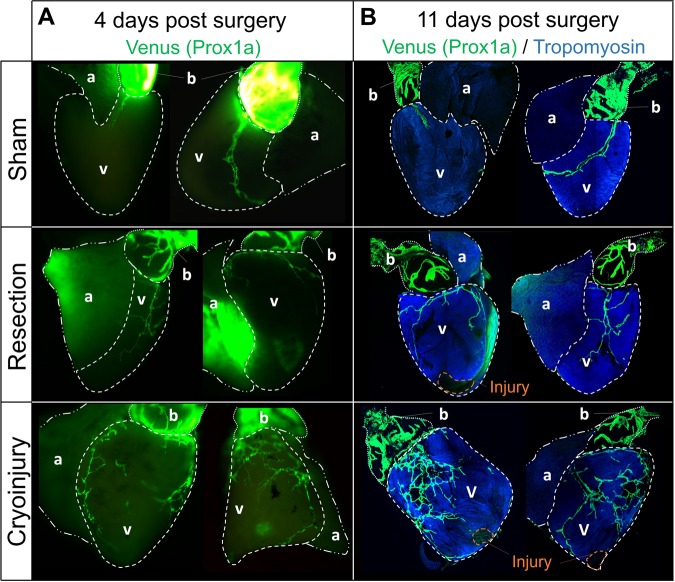
Cryoinjury stimulates a lymphangiogenic response in the adult zebrafish heart. **a** Whole-mount immunofluorescence staining of Tg(prox1a:KalTA4)^uq3bh^ adult zebrafish hearts at day 4 following sham surgery, apical resection, or cryoinjury. **b** Co-Venus and Tropomyosin staining was performed on Tg(prox1a:KalTA4)^uq3bh^ adult zebrafish hearts at day 11 following sham surgery, apical resection or cryoinjury. Note robust global lymphangiogenic response to cryoinjury compared with either apical resection or sham surgery

### Context-dependent requirement for lymphangiogenesis for heart regeneration following cryoinjury

Compared with apex resection, cryoinjury is a more relevant pathophysiological model of infarction because the damaged tissue requires clearance and subsequent repair instead of a regrowth-based mechanism. To test whether lymphangiogenesis is required for cardiac regeneration, we subjected adult fish devoid of cardiac lymphatics (*vegfc*^hy/−^;*vegfd*^−/−^ double mutants) to cryoinjury, as this infarction model stimulated a reproducible and quantifiable lymphangiogenic response (Fig. 5). Hearts of both *vegfc*^*+*/+^:*vegfd*^*+*/+^ control fish or *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutant fish were collected and analyzed at 1 day after cryoinjury to monitor the degree of cardiac damage (Fig. 6a–f). Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) and Acid Fucshin Orange G (AFOG) staining revealed comparable infarct sizes between control and mutant hearts following cryoinjury (Fig. 6a–f). However, we noted that a subset of mutant hearts (3/8) displayed an accumulation of TUNEL-positive apoptotic/necrotic cells despite having similar infarct sizes (Fig. 6c and Supplementary Fig. 6), suggesting that a subset of *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutants have an impaired capacity to clear dead cells following cryoinjury. Cell death and injury size were not correlated with myocardial volume (Fig. 6d, f), indicating that the degree of cardiac tissue damage was not influenced by heart size.

**Fig. 6:**
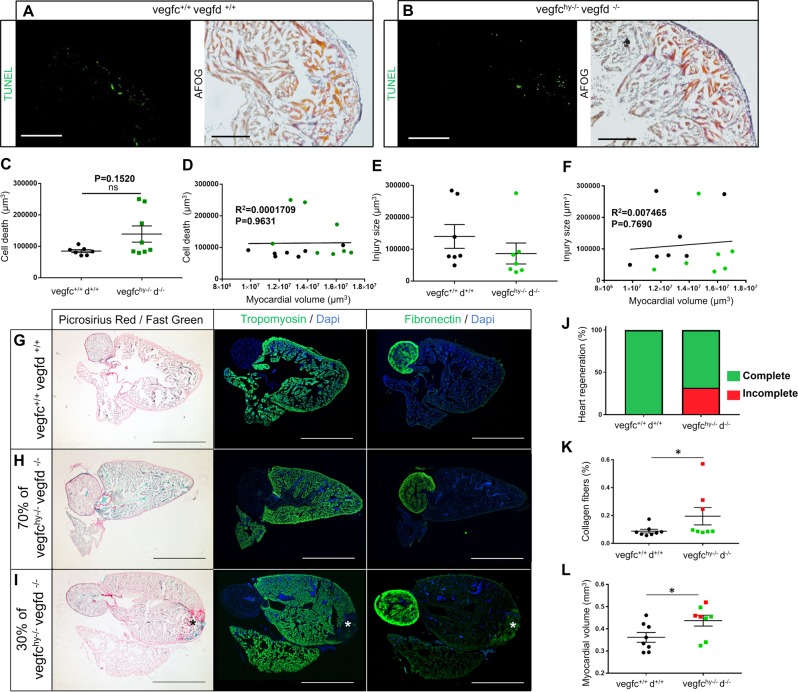
Vegfc/d-dependent lymphangiogenesis is dispensable for cardiac regeneration in adult zebrafish. TUNEL staining and AFOG staining were performed on *vegfc*^*+*/+^:*vegfd*^*+*/+^ (**a**) and *vegfc*^hy−/−^:*vegfd*^−/−^ hearts (**b**) at 1 day after cryoinjury. Scale bar length: 200 μm (TUNEL) or 100 μm (AFOG). **c** Quantification of cell death in *vegfc*^*+*/+^:*vegfd*^*+*/+^ and *vegfc*^hy−/−^:*vegfd*^−/−^ mutant hearts 1 day after cryoinjury. **d** Correlation analysis between myocardial volume and cell death in *vegfc*^*+*/+^*:vegfd*^*+*/+^ control and *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ mutant hearts at 1 day post cryoinjury. Black plots represent *vegfc*^*+*/+^*:vegfd*^*+*/+^ samples, green plots represent *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ samples. **e** Quantification of injury size in *vegfc*^*+*/+^:*vegfd*^*+*/+^ and *vegfc*^hy−/−^:*vegfd*^−/−^ mutant hearts at 1 day after cryoinjury. **f** Correlation analysis between myocardial volume and injury size in *vegfc*^*+*/+^*:vegfd*^*+*/+^ control and *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ mutant hearts at 1 day post cryoinjury. Black plots represent *vegfc*^*+*/+^*:vegfd*^*+*/+^ samples, green plots represent *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ samples. Statistical analysis: unpaired, nonparametric, Mann–Whitney test was used to compare two means. Data are presented as the mean ± standard error of the mean (sem), *n* = 8 *vegfc*^hy−/−^:*vegfd*^−/−^, *n* = 7 *vegfc*^*+*/+^:*vegfd*^*+*/+^. **g–i** First column: picrosirius red and fast green staining was performed on *vegfc*^*+*/+^:*vegfd*^*+*/+^ and *vegfc*^hy−/−^:*vegfd*^−/−^ hearts 6 months (180 days) after cryoinjury. Second column: tropomyosin staining was performed on *vegfc*^*+*/+^*:vegfd*^*+*/+^ and vegfc^hy−/−^:vegfd^−/−^ hearts 6 months after cryoinjury. Third column: fibronectin staining was performed on *vegfc*^*+*/+^:*vegfd*^*+*/+^ and *vegfc*^hy−/−^:*vegfd*^−/−^ hearts 6 months after cryoinjury. 30% of *vegfc*^hy−/−^:*vegfd*^−/−^ hearts display an impaired regenerative response with collagen deposition and fibrosis evident at the injury site (*). Scale bar length: 0.8 mm. **j** Percentage of hearts showing complete or incomplete cardiac regeneration at 180 days post cryoinjury. Quantification of collagen content (**k**) or myocardial volume (**l**) in *vegfc*^*+*/+^:*vegfd*^*+*/+^ and *vegfc*^hy−/−^:*vegfd*^−/−^ mutant hearts 6 months after cryoinjury. Black plots represent *vegfc*^*+*/+^*:vegfd*^*+*/+^ hearts, green plots represent *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ hearts that showed complete heart regeneration, red plots represent *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ hearts that had impaired cardiac regenerative capacity. Statistical analysis: unpaired, nonparametric, Mann–Whitney tests was used to compare two means. Data are presented as the mean ± standard error of the mean (sem), *n* = 8 *vegfc*^hy−/−^:*vegfd*^−/−^, *n* = 8 *vegfc*^*+*/+^:*vegfd*^*+*/+^. Significant differences are marked by an asterisk (*p < 0.05)

To determine whether lymphangiogenesis is required for cardiac regeneration, *vegfc*^hy/−^;*vegfd*^−/−^ double mutants and control hearts were collected and analyzed at 180 days after cryoinjury, which corresponds to a timepoint when the regenerative response is normally completed in wild-type zebrafish.^38–40,43^ Surprisingly, the vast majority (~70%) of *vegfc*^hy−/−^;*vegfd*^−/−^ mutants, which completely lack cardiac lymphatics, were able to mount a complete regenerative response without any signs of fibrosis (Fig. 6g–k and Supplementary Fig. 8). We found that the cardiac regenerative response was impaired only in a subset (3/8) of *vegfc*^hy−/−^;*vegfd*^−/−^ mutants, which were characterized by large deposits of fibrotic scar tissue present at the injury site (Fig. 6i-I”). Given that cardiomyocyte proliferation is required for zebrafish heart regeneration, we assessed *vegfc*^hy−/−^;*vegfd*^−/−^ mutant hearts at both early (day 19) and late (day 180) timepoints following cryoinjury to determine whether there was a defect in proliferation. Cardiomyocyte proliferation rates were unaffected at either timepoint in *vegfc*^hy−/−^;*vegfd*^−/−^ mutant hearts (Supplementary Figs. 8 and 9), including the 30% of mutants that had an impaired regenerative response (Supplementary Fig. 8). Conversely, in the subset of mutant hearts that displayed an impaired regenerative response, large infarcts and severe hypertrophy were evident at early and late timepoints following injury (Fig. 6k, l, and Supplementary Figs 8 and 9). Thus, vegfc/d signaling and lymphangiogenesis are not required for cardiomyocyte proliferation but appear to be required for efficient cellular clearance and scar resolution in a subset of zebrafish following cryoinjury.

### Transcriptomic profiling of non-regenerative v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant hearts reveals a marked inflammatory response

To profile vegfc/d-dependent genetic pathways contributing to lymphangiogenesis in cardiac regeneration, we performed RNA-seq on cryosections from control and mutant ventricles at 180 days following cryoinjury. This analysis enabled us to directly compare transcriptional profiles with regenerative outcomes for the samples presented in Fig. 6g–l (Fig. 7a). 

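Ventricles of 6 mutant and 7 control fish collected 180 days after cryoinjury are analysed here, against 8 of each in the design of Fig. 7a. For each sample, 12 cryosections of 8 μm were taken from a fixed heart, and the authors depleted ribosomal RNA, aligned the reads with BWA and counted reads on the correct strand of Ensembl genes with featureCounts at a mapping quality of at least 20. The deposited values are counts for 32520 genes, of which 12925 had a count of 0 in every sample. Samples are named by condition and replicate number. The mutants are analysed as 1 group, since their labels do not say which hearts regenerated. Expression of vegfc and vegfd is not analysed here, because the tables used here do not pair these names with a gene identifier.
The total ranged from 3575023 to 12972634 counts in mutants (median 10657210) and from 2123784 to 4291363 counts in controls (median 3943766), a ratio of means of 2.65 (exact two-sided permutation test, p = 0.0035; adjusted p = 0.00875 over 5 measures of depth). A single gene, ENSDARG00000087732, which has no name in the tables used here, held 92.9% of all counts. Its share was 94.7% to 96.4% in mutants and 60.8% to 91.5% in controls, so that every mutant lay above every control (exact two-sided permutation test, p = 0.00175; adjusted p = 0.00875). The 95% Wilson interval of this share was 60.7% to 60.8% in control 8, the lowest sample, and covers counting error only. Outside this gene, mutants had 171218 to 596616 counts and controls 256802 to 1070324 counts, a difference within the spread between animals (ratio of means 0.843; exact two-sided permutation test, p = 0.652; adjusted p = 0.652). A sample had at least 1 count on 2729 to 7398 genes.
Genes with a mean of at least 10 counts per sample were tested, which left 6138 genes. The median tested gene had a count in 6 of the 13 samples, and 46.5% of its counts came from its highest sample; 124 genes had a count in every sample. A floor of 3 counts corresponded to 0.406 to 0.8 CPM (counts scaled to a library of 1e+06), and changes in genes near that level were not detectable at this depth. These library sizes include ENSDARG00000087732, so the floor is higher relative to the counts on all other genes. The factors that edgeR's TMM method applied to the library sizes ran from 0.442 to 1.23 in mutants and from 1.02 to 1.93 in controls. Names come from Supplementary Data Sets 2 to 4, which pair 736 of the tested genes with a name.

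**Figure D1:**
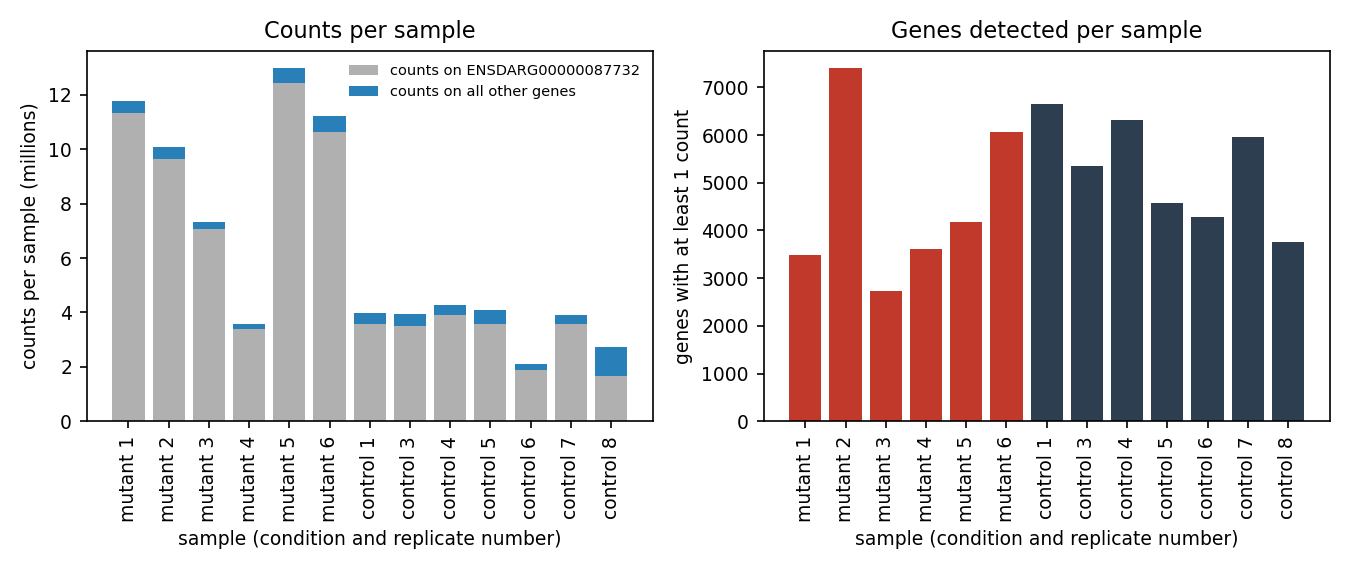
Counts per sample (left, axis in units of 1e+06 counts, bars split into ENSDARG00000087732 and all other genes) and number of genes with at least 1 count (right) for the 6 mutant and 7 control samples. Total counts reach 12972634 in mutant 5, while the part of each bar outside ENSDARG00000087732 is largest in control 8, at 1070324 counts.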

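The genes were ranked by the sign of the log2 fold change times -log10 of the p-value from the edgeR quasi-likelihood test, and pre-ranked gene set enrichment analysis (GSEA) was run with fgsea on the Reactome sets of Supplementary Data Set 3, each zebrafish gene entering once. Of its 20 sets, 18 had at least 5 tested genes. These are the sets the paper lists for this comparison, so the adjustment covers a selected list and the counts of sets are not an independent test. There were 6 sets enriched in mutant ventricles at an adjusted p under 0.05 and 0 in control ventricles, while 10 sets had an unadjusted p under 0.05. The 6 sets were metabolism of proteins (146 genes; normalized enrichment score, NES, 1.78; adjusted p = 0.000664), translation (82 genes; NES 1.82; adjusted p = 0.00219), 3′ UTR-mediated translational regulation (NES 1.86; adjusted p = 0.00267), SRP-dependent protein targeting to the membrane (NES 1.74; adjusted p = 0.00267), nonsense-mediated decay (NES 1.71; adjusted p = 0.00364) and peptide chain elongation (NES 1.65; adjusted p = 0.00364). Metabolism of mRNA had a NES of 1.32 (adjusted p = 0.0854). Cytokine signaling in the immune system had a NES of -0.84 (66 genes; adjusted p = 0.918) and interferon alpha beta signaling a NES of 0.82 (12 genes; adjusted p = 0.91). The adjusted p of the cytokine, interferon and related antiviral sets ran from 0.301 (regulation of IFNA signaling) to 0.958 (interferon signaling).
The number of enriched sets depended on the processing. An alternative chosen after seeing the data dropped the filter on low counts and gave each human ortholog a row of its own. With it, 12 of 20 sets were enriched, and 13 of 20 when the likelihood ratio test was also used. The likelihood ratio test alone gave 10 of 18. The number fell to 0 with unscaled library sizes, with DESeq2 and with voom. It was also 0 with camera from limma, which estimates the correlation between the genes of a set from the samples; there, translation had p = 0.113 (false discovery rate 0.286) at an inter-gene correlation of 0.172. In fgsea the genes rather than the animals are permuted. Data were also simulated without any change, at the dispersion of these samples. There, 1 of 2 random lists of genes reached an adjusted p of 0.0156 in fgsea and the other 0.632. The genes were simulated independently, so this does not test the effect of correlation between genes, and 2 lists give no error rate.

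**Figure D2:**
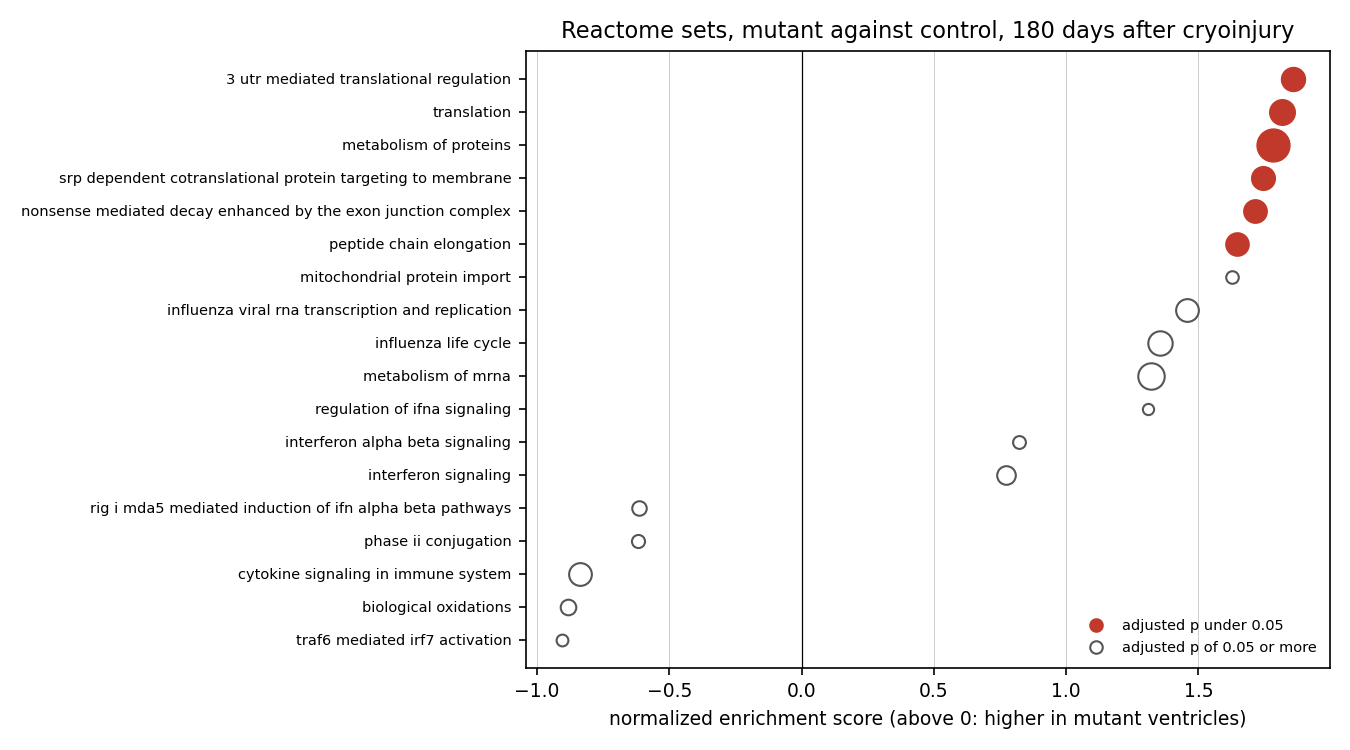
Normalized enrichment score of the 18 Reactome sets in mutant against control ventricles (horizontal axis, no unit; above 0, higher in mutants), with circle area following the number of tested genes and filled circles for an adjusted p under 0.05. The 6 filled circles are sets of translation, protein metabolism and nonsense-mediated mRNA decay, and cytokine signaling in the immune system lies at -0.84.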

Overall, *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutant ventricles were characterized by an upregulation of pathways related to RNA and protein metabolism, cytokine signaling, and inflammation (Fig. 7c and Supplementary Data Set 3). In order to identify which pathways were specifically associated with injury in the mutant hearts, we cross-referenced these data to the baseline RNA-seq data set obtained from *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutant hearts without injury (presented in Fig. 4) and then repeated the GSEA (Supplementary Fig. 10). 

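Counts of injured hearts are analysed here, and counts of the uninjured hearts of the cross-reference are not. At 180 days after injury, 2700 of the 6138 tested genes (44%) had a higher mean in mutant than in control ventricles when no cut-off was applied. The number fell to 1584 when library sizes were left unscaled and rose to 3336 with upper-quartile scaling. To let the animals rather than the genes be the replicates, a score was computed per sample as the mean log2(CPM + 1) over the tested genes of a set. The score was not corrected for the number of genes detected. For cytokine signaling it was highest in mutant 2 (2.005), where the most tested genes had a count (3820). It was lowest in mutant 3 (0.72), where the fewest had one (1739). Differences in score can therefore reflect detection as well as the level of the set. The score of cytokine signaling in the immune system was 1.38 ± 0.513 in mutants (mean ± SD, n = 6) and 1.48 ± 0.37 in controls (n = 7), a difference of -0.10, smaller than either SD (exact two-sided permutation test, p = 0.683; adjusted p = 0.927 over 3 scores). The difference was -0.53 with unscaled library sizes (exact two-sided permutation test, p = 0.0309) and 0.16 with upper-quartile scaling (exact two-sided permutation test, p = 0.203). With unscaled library sizes the median log2 fold change of all tested genes was -1.51, so a lower score there is not specific to this set. Of the 6 mutants, 2 lay above the control median. The interferon alpha beta score was 1.43 ± 0.772 in mutants and 1.40 ± 0.536 in controls (exact two-sided permutation test, p = 0.927; adjusted p = 0.927). The translation score was 2.31 ± 1.15 in mutants and 1.63 ± 0.57 in controls, with 5 of 6 mutants above the control median; the difference of 0.68 was no larger than the SD among mutants (exact two-sided permutation test, p = 0.189; adjusted p = 0.567). The interferon and translation scores were added after seeing the data.

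**Figure D3:**
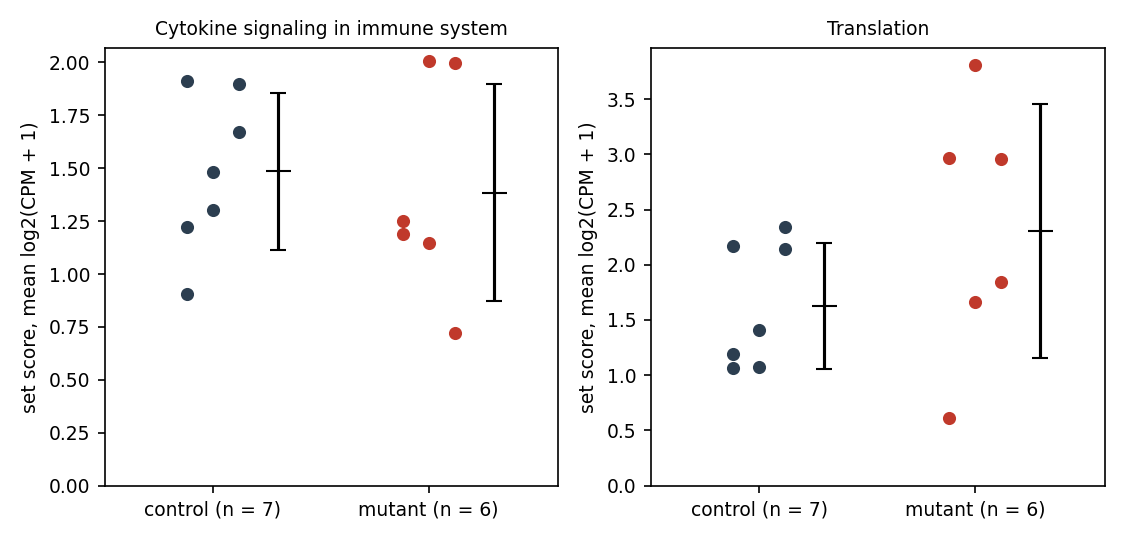
Set score per sample, as mean log2(CPM + 1), for cytokine signaling in the immune system (left) and translation (right); each point is 1 heart, and the bars give the mean ± SD of 7 controls and 6 mutants. The groups overlap in both panels, with translation means of 1.63 in controls and 2.31 in mutants.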

Pathways related to cytokine signaling, innate immune system and inflammation were uniquely enriched after injury in the *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutant hearts (Supplementary Fig. 10).

**Fig. 7:**
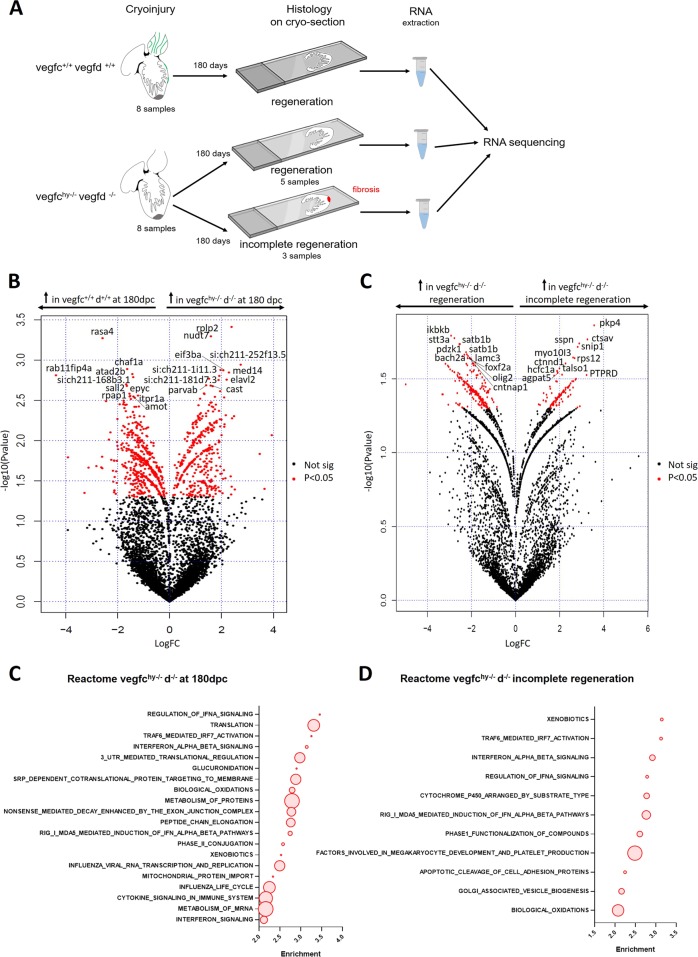
Transcriptomic profiling of v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant hearts at 180 days following cryoinjury. **a** Schematic representation of experimental design for RNA sequencing on cryosections. RNA-seq was performed on cryosections from control and mutant ventricles at 180 days following cryoinjury to compare transcriptional profiles to regenerative outcomes for the samples presented in Fig. 6g–l. **b** Volcano plot showing genes enriched in *vegfc*^*+*/+^:*vegfd*^*+*/+^ control ventricles at 180 days post cryoinjury and in *vegfc*^hy−/−^:*vegfd*^−/−^ mutant ventricles at 180 days after cryoinjury. The top 10 upregulated genes are indicated for each comparison. Genes highlighted in red have a *p*-value < 0.05. **c** Volcano plot showing genes enriched in *vegfc*^hy−/−^:*vegfd*^−/−^ mutant ventricles that did not regenerate compared with *vegfc*^hy−/−^:*vegfd*^−/−^ mutant ventricles that did regenerate at 180 days after cryoinjury. The top 10 upregulated genes are indicated for each comparison. Genes highlighted in red have a *p*-value < 0.05. **d** GSEA for *vegfc*^hy−/−^:*vegfd*^−/−^ mutant ventricles at 180 days after cryoinjury compared with *vegfc*^*+*/+^:*vegfd*^*+*/+^ control ventricles at 180 days post cryoinjury. Representative pathways are highlighted with circles and gene set sizes are represented by circle sizes. **e** GSEA for *vegfc*^hy−/−^:*vegfd*^−/−^ mutant ventricles that did not regenerate compared with *vegfc*^hy−/−^:*vegfd*^−/−^ mutant ventricles that did regenerate at 180 days post cryoinjury. Representative pathways are highlighted with circles and gene set sizes are represented by circle sizes. These data indicate that *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutant ventricles are characterized by an upregulation of pathways related to inflammation, cytokine signaling and immune response compared with *vegfc*^*+*/+^:*vegfd*^*+*/+^ control hearts at 180 days post cryoinjury

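Of the tested genes, 933 had an unadjusted p under 0.05 in mutant against control ventricles, 362 higher and 571 lower in mutants, where 307 would pass by chance if the p-values were calibrated. Most of these genes were counted in few animals: 869 of the 933 (93.1%) had at most 3 counts in every sample of one group, and 59 had a count in at least 7 samples. Without the filter on low counts 6838 genes passed this threshold, where chance would give 980. Among genes with a count in at least 7 samples 100 passed, where chance would give 116. With 6 mutants, that filter removes every gene counted only in mutants, and most of the called genes. The number therefore does not show that the calls are at the level of chance. After adjustment, 6 genes passed, 1 higher and 5 lower in mutants. This balance depended on the scaling: with upper-quartile scaling 753 genes were higher and 569 lower at an unadjusted p under 0.05, and 84 higher and 3 lower after adjustment, against 0 higher and 14 lower after adjustment with unscaled library sizes. The higher gene was the dominant ENSDARG00000087732 (log2 fold change 1.36, SE 0.15; adjusted p = 5.16e-17), whose log2 fold change was 0.15 (adjusted p = 0.269) when library sizes were left unscaled. The lower genes included ENSDARG00000090170 (log2 fold change -10.55, SE 0.77; adjusted p = 5.25e-39), for which 728239 of 729545 counts came from control 8, and ENSDARG00000114920 (log2 fold change -7.61, SE 1.61; adjusted p = 0.0047), for which 12882 of 13203 counts came from the same sample. For etfa (log2 fold change -8.50, SE 2.08; adjusted p = 0.0451), 4351 of 4380 counts came from control 5. The other 2 lower genes have no name in the tables used here.
Of the 20 genes labelled in Fig. 7b, 2 have an identifier in these tables. Both had 0 counts in every control and counts in 4 of 6 mutants: med14 was at least 22.9-fold higher (14.2 ± 22.2 CPM in mutants, mean ± SD; adjusted p = 0.103) and eif3ba at least 19.1-fold higher (11.8 ± 13.1 CPM; adjusted p = 0.103). The gene cct3 was at least 20.1-fold higher (adjusted p = 0.103), with all 432 of its counts in mutants 1 and 2. ENSDARG00000117035 was at least 83.6-fold higher (adjusted p = 0.0686), with 1893 of 1940 counts in mutant 1.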

To determine the molecular basis of the regenerative capacity within the mutant fish population, we next compared the transcriptional profiles of *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutant hearts that did not regenerate (*n* = 3) with the profiles of mutant hearts that recovered completely (*n* = 5) at 180 days post cryoinjury (presented in Fig. 6g–l). The subset of *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutant hearts that failed to regenerate were characterized by an enrichment of inflammatory pathways, in particular TRAF6-mediated IRF7 activation, interferon alpha beta signaling and regulation of IFNA signaling (Fig. 7d, and Supplementary Data Set 4). These findings indicate that loss of the vegfc/d signaling axis is associated with a sustained and pronounced inflammatory response following injury. This change in the cardiac micro-environment seems to favor adverse conditions, which impair the regenerative process.

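The cytokine, interferon and antiviral sets of Supplementary Data Set 3 hold 82 tested genes, of which 11 had an unadjusted p under 0.05. Higher in mutants were uba7 (at least 5.72-fold), prkcdb (at least 9.41-fold) and ptpn1 (at least 8.91-fold), each with 0 counts in every control and an adjusted p of 0.103. Of the 138 counts of uba7, 134 came from mutant 5; prkcdb had counts in 4 and ptpn1 in 3 of the 6 mutants. The other 8 were lower in mutants. Among them, the fold change is a lower bound for 6 genes: ENSDARG00000103716 (listed under a clone-based name) at least 13.9-fold lower, rapgef1b at least 13.3-fold lower, mxe at least 10.8-fold lower, hgfa at least 10.3-fold lower, map3k1 at least 6.92-fold lower and eif4a2 at least 6.69-fold lower, with adjusted p-values from edgeR of 0.103 to 0.293. For pik3r1, the counts gave a log2 fold change of -5.32 (adjusted p = 0.19). Control 3 held 302 of the 303 counts of mxe, and control 6 held 430 of the 452 of pik3r1. With DESeq2, pik3r1 and mxe changed direction (log2 fold change 0.087 and 0.14).
The interferon gene ifnphi2 had 8 counts in all, every one in mutant 5, and was below the filter. With no filter and each gene entered once, regulation of IFNA signaling, of which it is 1 of 7 genes, had a NES of 1.78 (adjusted p = 0.0283); the other 6 genes, with no filter and 1 entry per ortholog, had a NES of 1.58 (adjusted p = 0.116). Supplementary Data Set 3 lists it once for each of 13 human orthologs in 6 sets, where it fills 13 of the 28 entries of interferon alpha beta signaling. With no filter and 1 entry per ortholog, settings combined after seeing the data, the NES was 2.66 (adjusted p = 4.58e-06) for interferon alpha beta signaling and 1.52 (adjusted p = 0.0284) for cytokine signaling in the immune system. Without ifnphi2 the same settings gave 1.07 (adjusted p = 0.45) and -0.67 (adjusted p = 0.989). 
From the pathways enriched in mutant against control hearts and in the mutants that failed to regenerate, the paper concludes that loss of vegfc/d signaling is associated with a sustained inflammatory response to injury. The second comparison is not analysed here.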

## Discussion

Here, we characterize the lymphatic vasculature of the adult zebrafish heart and assess its potential role in cardiac regeneration. Analysis of the lymphatic vasculature revealed a prominent cardiac lymphatic vessel network on the epicardial surface of the heart, which included a major lymphatic vessel located in close proximity to the main coronary artery and numerous branching vessels. In contrast, lymphatics were not detected in the atrium. The anatomical organization of the cardiac lymphatic vasculature in zebrafish is similar to the mammalian heart, which comprises a greater density of lymphatic vessels on the ventricles compared with the atria.^44^ Interestingly, the fish heart is also characterized by a dense lymphatic network in the bulbus arteriosus, which could reflect the specialized physiological function of this anatomical structure in the fish circulatory system. The bulbus arteriosus has a thick fibro-elastic wall and functions as a capacitor to normalize the ventricular pulse pressure as blood exits the ventricle and is pumped out to the gills.^45^ Thus, the presence of lymphatic vessels in the zebrafish heart is correlated with blood pressure in the different chambers, where the chambers under the highest pressure have the greatest density of lymphatic vessels. This likely reflects the central role of the lymphatic system in fluid homeostasis.

Our findings indicate that the development of the cardiac lymphatic vasculature is dependent on VEGFC and VEGFD signaling. Genetic loss-of-function of either *vegfc* or *vegfd* was sufficient to abolish the development of the ventricular lymphatic network in a gene dosage dependent manner. In contrast, a single copy of either *vegfc* or *vegfd* was sufficient to maintain the lymphatic vascular network on the bulbus arteriosus, which was only abolished when both *vegfc* and *vegfd* function were compromised. However, it should be noted that a few lymphatic vessels could still be detected on the bulbous arteriosus of *vegfc*^hy−/−^;*vegfd*^−/−^ double mutants. The presence of a few lyve1-expressing cells on the bulbus arteriosus of double mutant fish might reflect the existence of an alternative Vegfc/d-independent pathway for lymphangiogenesis in the heart or, alternatively, could be indicative of residual Vegfc signaling in this hypomorphic mutant.^32^ Nevertheless, *vegfc*^hy−/−^:*vegfd*^−/−^ double mutants completely lacked a ventricular lymphatic network, which did not affect organismal viability. Importantly, there was also no effect on the development of the coronary vasculature, which enabled the specificity of the lymphatic network to be studied.

A robust lymphangiogenic response occurred following cryoinjury, but not following resection injury in the heart and caudal fin. It is important to note that a regenerative response is observed in the heart and caudal fin following either resection or cryoinjury despite the apparent discrepancy in lymphangiogenic responses to different types of tissue damage.^36–38,40–43^ Surgical amputation (resection) and cryoinjury models differ with respect to the size of the injury, presence of cellular debris following tissue damage, and the degree of inflammation induced after injury, which are all more pronounced following cryoinjury.^36–38,40,43,46^ Interestingly, macrophages can secrete VEGF-C to promote lymphangiogenesis, which could provide a potential link between inflammation and lymphangiogenesis depending on injury context. While the precise mechanisms accounting for differences in the lymphatic response to apical resection versus cryoinjury require further investigation, it is likely that the degree of inflammation is a key regulator that dictates the nature of the lymphangiogenic response.

We were surprised to find that the majority of adult zebrafish were still capable of mounting a complete regenerative response following cryoinjury even in the absence of a functional cardiac lymphatic network. Therefore, the cardiac lymphatic vasculature appears to be dispensable for cardiomyocyte proliferation and clearance of fibrotic scar tissue in the majority of regenerating hearts. However, cardiac regeneration was severely impaired in a subset of mutants, which were characterized by fibrotic scars, severe cardiac hypertrophy, and a prominent inflammatory signature up to 180 days following cryoinjury. This variable response to cryoinjury in a subset of mutants was apparent as early as 1 or 19 days following cryoinjury, where some mutants were characterized by an accumulation of apoptotic/necrotic cells at day 1 and larger infarcts at day 19. This phenotype is consistent with the known role of lymphatics in the clearance of cellular debris following injury.^47^ In addition, non-regenerative mutant hearts displayed an enrichment in inflammatory pathways associated with TRAF6-mediated IRF7 activation and interferon alpha/beta signaling, which are involved in immune cell activation, recruitment, and clearance.^48,49^ In the absence of a functional lymphatic network, *vegfc*^hy−/−^:*vegfd*^−/−^ mutant hearts may have an impaired capacity to resolve inflammation following injury, which could impair the regenerative process when inflammation is heightened under certain conditions. Intrinsic differences in the susceptibility to myocardial injury and inflammation could be related to differences in genetic background, which is known to influence infarct size in mice.^50^ Together, these findings suggest that Vegfc/d-dependent lymphangiogenesis may facilitate cardiac regeneration under certain circumstances, for example, when there is a heightened inflammatory response to injury.

The most striking cardiac phenotype observed in zebrafish lacking Vegfc and Vegfd was a marked increase in myocardial wall volume, ventricular enlargement, and hypertrophy of cardiomyocytes. Several potential mechanisms could contribute to cardiac hypertrophy in *vegfc*^hy−/−^:*vegfd*^−/−^ mutants. Hypertrophy of mutant cardiomyocytes is consistent with increased myocardial wall stress due to pressure overload,^51^ which would be expected if there is interstitial edema in mutant hearts lacking a functional lymphatic system (Fig. 8). Interestingly, classic molecular markers of pathological cardiac hypertrophy such as *nppa*, *nppb*, *myh7*, and *acta1a* were not upregulated in mutant zebrafish hearts.^34^ However there was some overlap between transcriptional pathways in the v*egfc*^*hy*−/−^;*vegfd*^−/−^ mutant ventricles and the molecular programs associated with established experimental models of physiological and pathological cardiac hypertrophy in mice.^35^ In particular, pathways related to cell proliferation and lipid metabolism were enriched in mutant zebrafish hearts and mouse hearts subjected to pressure overload. The enrichment of transcripts related to cell proliferation likely reflects an infiltration of proliferating non-myocytes rather than cardiomyocyte proliferation, as cardiomyocyte proliferation indices were not different between mutant and control ventricles and cell cycle-associated transcripts are typically enriched in non-myocyte populations in the adult mouse heart following injury.^52^ Although the precise mechanism driving cardiac hypertrophy in *vegfc*^hy−/−^:*vegfd*^−/−^ mutants is unclear, a striking enrichment of genes implicated in sphingolipid and phospholipid metabolism was observed. The lymphatic vasculature is known to play an important role in lipid transport.^53^ It is currently unclear how dysregulated lipid metabolism might contribute to cardiac hypertrophy, but a recent study reported that physiological and pathological cardiac hypertrophy are characterized by distinct lipid profiles including enrichment of several sphingolipid and phospholipid species.^54^ Sphingolipid metabolites are also important regulators of inflammation and immune cell trafficking,^55^ which could be linked to the heightened expression of pathways related to inflammation and cytokine signaling in *vegfc*^*hy*−/−^;*vegfd*^−/−^ mutant zebrafish following cryoinjury. Further studies are required to dissect the role of sphingolipid and phospholipid metabolism in cardiac hypertrophy and inflammation.

**Fig. 8:**
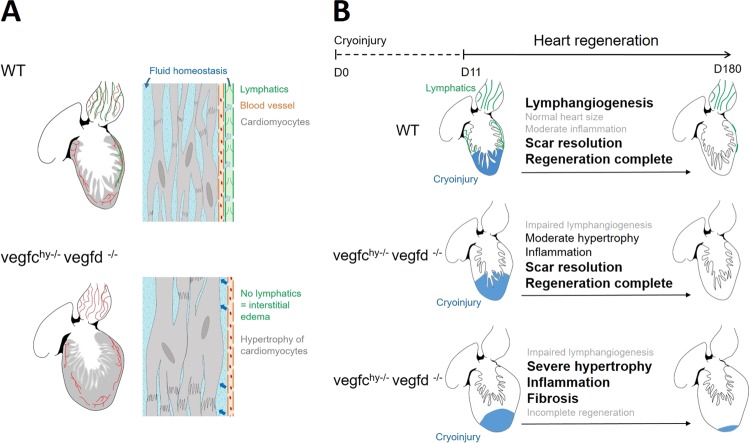
Proposed model showing relationship between lymphangiogenesis, cardiac hypertrophy and cardiac regeneration. **a** In wild-type (WT) zebrafish, the cardiac lymphatic network (shown in green) is present on the bulbus arteriosus and on the ventricle but is not detected on the atrium. Genetic deletion of either *vegfc* or *vegfd* is sufficient to abolish the development of the cardiac lymphatic network and induces a marked increase in myocardial wall volume, ventricular enlargement, hypertrophy of cardiomyocytes and a decrease in myocardial interstitial volume. The absence of lymphatics can cause interstitial edema because of the impaired regulation of fluid balance. Blood vessels (shown in red) are not affected by vegfc/vegfd and are present in both *vegfc*^*+*/+^*:vegfd*^*+*/+^ control hearts and *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ mutants hearts. **b** A robust lymphangiogenic response is induced by cryoinjury in WT fish. The majority of *vegfc*^*hy*−*/*−^*:vegfd*^−*/*−^ mutants display moderate hypertrophy and are able to fully regenerate their heart even in the absence of a functional cardiac lymphatic vascular network and moderate inflammation. However, a subset of mutants display an incomplete cardiac regenerative response following cryoinjury. A heightened and persistent inflammatory response to injury could in part explain why a subset of mutants have an impaired regenerative response and severe cardiac hypertrophy following cryoinjury

A recent study also reported that *vegfaa* over-expression results in changes in cardiac energy utilization in zebrafish, suggesting that VEGF family members are important regulators of myocardial metabolism.^28^ Similarly, genes related to oxidative metabolism and TCA cycle were downregulated in *vegfc*^hy−/−^:*vegfd*^−/−^ mutants, which also occurs following pressure overload in adult mice. There is a strong interplay between myocardial metabolism, activation of inflammatory signaling pathways, expression of cytokines, and immune cell infiltration in heart failure and many of these processes are characteristic of maladaptive hypertrophy of the heart in mammals.^28,56,57^ Mechanisms linking these processes are beginning to be unraveled, but given the strong cross talk between these processes it has been difficult to precisely deconvolute the molecular interplay.^57^ The current study reveals an association between cardiac hypertrophy, metabolic disruption, and inflammation in organisms lacking a functional lymphatic vascular system. Given that VEGF-C/VEGFR3 pathway inhibitors are being developed for cancer, it will be important to consider the impact of these treatments on the cardiovascular system before translation to the clinic.

Our findings reveal a previously unappreciated, context-dependent requirement for the lymphatic vasculature in cardiac growth and regeneration. Cardiac hypertrophy, metabolic disruption, and inflammation are likely to influence the outcome of therapeutic approaches designed to target lymphangiogenesis in ischemic heart disease.

## Methods

### Zebrafish strains

Ethical approval for zebrafish procedures was obtained from The University of Queensland Animal Ethics Committee (AE21513). All zebrafish strains were maintained at The University of Queensland under standard husbandry conditions with a 14 h light, 10 h dark cycles. Transgenic zebrafish lines used in this study included Tg(−5.2lyve1b:DsRed)^nz101^,^29^ Tg(prox1a:KalTA4)^uq3bh^:Tg(10xUAS: Venus),^30^ Tg(kdrl:EGFP)^s834^, vegfd^uq9bh^ and vegfc^hu5055^.^25^ In addition, to label the lymphatic vasculature in vegf mutants, vegfd^uq9bh^;vegfc^hu5055^ double mutants^25^ were outcrossed to Tg(−5.2lyve1b:DsRed).^29^ For mutant genotyping, DNA extraction from fin clips was performed as previously described and genotyping was performed using KASP assays (LGC Genomics). Fish body length was manually measured with a ruler, from the tip of the mouth to the body/caudal fin juncture. All experiments were performed on size-matched fish between 28 and 31 mm in length.

### Cardiac injury in adult zebrafish

Adult fish were anesthetized in aquarium water containing 0.2 mg/ml of Tricaine and secured ventral side up in a slotted sponge. Watchmaker forceps (Dumont #5 91150-20) were used to remove the surface scales and penetrate the skin, muscle, and pericardial sac. Ventricular resection was performed as previously described.^36,37,58^ The ventricle was gently pulled at the apex and 20% of the ventricular apex was cut with Vannas scissors (8 cm, Angled 5 mm, 0.1 mm Tips). Cryoinjury was performed as previously described.^38–40,43^ The silvery epithelial layer of the hypodermis was gently torn with the tip of the scissors to directly access the beating ventricle. The cryoprobe was made with stainless steel, the tip of the applicator was 6 mm long and 0.8 mm in diameter. The cryoprobe was taken out of liquid nitrogen for 10 s before being placed on the ventricle for 24 s, as previously described.^38^ After surgeries, fish were immediately returned to system water. For EdU labeling, fish were anesthetized in water containing 0.2 mg/ml of Tricaine and 10 μl of EdU (5-ethynyl-2′-deoxyuridine from Thermo Fisher) solution (1 μg/μl in PBS) was injected into the abdominal cavity at specified timepoints.

### Fin injury in adult zebrafish

Adult fish were anesthetized in aquarium water containing 0.2 mg/ml of Tricaine. For resection injury, an excision of a small portion of the caudal fin was performed using a scalpel as previously described.^41^ For cryoinjury, the cryoprobe was made with stainless steel, the tip of the applicator was 6 mm long and 0.8 mm in diameter. The cryoprobe was taken out of liquid nitrogen for 10 s before being placed on the caudal fin for 1 min. After surgery, fish were immediately returned to system water.

### Sample preparation for histology

Zebrafish were anesthetized in aquarium water containing 0.6 mg/ml of Tricaine and then euthanized by rapid decapitation. Zebrafish were collected intact and paraformaldehyde-fixed (4% in phosphate buffered saline (PBS; Sigma)) overnight at 4 °C. Hearts were subsequently excised and dissected and the pericardial membrane removed before being placed in paraformaldehyde (4% in PBS) for 1 h at room temperature. Prior to further processing, hearts were washed three times in PBS and DsRed2 and/or Venus reporter expression was monitored in whole hearts before further analyses. For histology, hearts were equilibrated overnight in 15% sucrose in PBS, mounted in Tissue-Tek® O.C.T. compound (ProSciTech), and frozen for cryosectioning.

### Immunohistochemistry

For whole-mount immunostaining, hearts were permeabilized with PBST (PBS + 0.3% Triton X-100 (AMRESCO) for 30 min and incubated with 1% BSA in PBST overnight at 4 °C to block nonspecific binding of the antibodies. Hearts were incubated with the diluted primary antibody in blocking solution (1% BSA in PBST) in a humidified chamber for 1 h at room temperature and overnight at 4 °C. The following primary antibodies were used: chicken anti-GFP (1:200; ABCAM ab13970), rabbit anti-RFP (1:100; ABCAM ab62341), mouse anti-Tropomyosin (1:200; Sigma T9283), and rabbit anti-Fibronectin (1:50; F3648 Sigma). Hearts were washed six times with PBST and incubated with the appropriate secondary fluorescent antibodies (1:400: Goat anti-rabbit/mouse/or chicken Alexa Fluor Thermo Fisher Scientific) in blocking solution in a humidified chamber overnight at 4 °C. Samples were then washed six times in PBST and analyzed. Sagittal sections were obtained (8-μm thickness) at −24 °C using a cryostat. For immunodetection on heart sections, cryosections were dried for 20 min at room temperature, permeabilized with PBSTw (PBS + 0.1% Tween-20 (Sigma)) for 15 min and incubated with 10% Goat Serum (PCN5000, Life Technologies) in PBSTw for 1 h at room temperature to block nonspecific binding of the antibodies. Sections were then incubated with the diluted primary antibody in 5% Goat Serum/PBSTw solution in a humidified chamber overnight at 4 °C. Rabbit anti-fibronectin (1:50; Sigma F3648), rabbit anti-RFP (1:100; ABCAM ab62341) and mouse anti-Tropomyosin (1:200; Sigma T9283) primary antibodies were used. Sections were washed three times with PBSTw and incubated with the appropriate secondary fluorescent antibodies (1:400: Goat anti-rabbit or mouse Alexa Fluor) in 5% Normal Goat Serum (Life technologies, PCN5000)/PBSTw solution in a humidified chamber overnight at 4 °C. Sections were then washed three times in PBSTw and analyzed. EdU labeling was carried out using Click-iT EdU Imaging kit C10338 (Invitrogen), according to the manufacturer’s instructions. For cell death detection, cryosections were dried for 20 min at room temperature and then processed using the In Situ Cell Death Detection Kit (TUNEL kit, 11684795910, Roche), according to the manufacturer’s instructions

### Picrosirius Red/Fast Green, hematoxylin/eosin, and acid fushin orange G (AFOG) staining

For Picrosirius Red/Fast Green staining, sections were postfixed for 30 min in 10% formalin (Sigma), followed by overnight fixation in Bouin’s solution (Sigma), and then extensively washed with tap water. Sections were incubated for 1 h in Picrosirius Red and Fast Green solution: 0.1% direct red 80 (Sigma) and 0.1% fast green FCF (Sigma) in saturated aqueous picric acid (1.2% picric acid in water; Sigma). Sections were quickly washed ten times in distilled water, twice in 70% ethanol, twice in 90% ethanol, then in 100% ethanol (2 × 15 min), and finally in Safesolv solution (Q Path®, VWR International; 2 × 15 min), before being mounted in safemount medium (Q Path®, VWR International). For Hematoxylin and Eosin staining, sections were incubated for 5 min in Hematoxylin solution, washed ten times for 1 min in running tap water, and incubated for 3 min in Eosin solution. Sections were washed three times in distilled water, twice in 70% ethanol, twice in 90% ethanol, then in 100% ethanol (2 × 15 min), and finally in Safesolv solution (Q Path®, VWR International; 2 × 15 min), before being mounted in safemount medium (Q Path®, VWR International). For AFOG staining, an AFOG kit (100 T, Clinisciences) was used, according to the manufacturer’s instructions, before being mounted in safemount medium (Q Path®, VWR International).

### In situ hybridization

The flt4 probe was prepared as previously described.^59^ Cryosections were dried for 20 min at room temperature, permeabilized with PBSTw for 20 min, and incubated for 5 min with proteinase K (5 μg/ml, Sigma 3115887001), sections were then postfixed for 10 min in 4% PFA at room temperature. Sections were pre-hybridized with hybridization buffer (50% formamide, 5× SSC, ARNt 1 mg/ml, Heparin 100 ug/ml, Denhart’s 1×, 0.1% Tween 20, 10% CHAPS, 10 mnol/l EDTA) for 24 h in a humidified chamber at 70 °C. Sections were then hybridized with flt4 probe in hybridization buffer (90 ng/ml) for 24 h in a humidified chamber at 70 °C. Sections were then washed in a humidified chamber at 70 °C with hybridization buffer (100%, 75% in 2× SSC, 50% in 2× SSC and 25% in 2× SSC), followed by 2× SSC and twice with 0.2× SSC. Sections were incubated with Anti-Digoxigenin-AP, Fab fragments (1:200: Sigma 11093274910) in 2% Sheep Serum/BSA (2 mg/ml)/PBSTw solution in a humidified chamber overnight at 4 °C. Sections were washed three times with PBSTw and incubated with BM-Purple (1:50, Sigma11442074001) in staining buffer (100 mM Tris-HCl pH 9.5, 50 mM MgCl2, 100 mM NaCl, 0.1% Tween 20) at room temperature for 6 h. Sections were then washed twice in PBS and analyzed.

### RNA extraction from fresh tissue or from cryosections and cDNA library preparation for RNA-seq

For the transcriptomic analyses presented in Fig. 4 and Supplementary Figs 3 and 4, RNA extraction was performed from fresh tissue using Direct-zol™ RNA Miniprep kit (Zymo/ Integrated Science, R2051), according to the manufacturer’s instructions. For the transcriptomic analyses presented in Fig. 7 and Supplementary Fig. 10, RNA extraction was performed from PFA-fixed (4% PFA) and Tissue-Tek® O.C.T. compound (ProSciTech)-embedded heart cryosections (8 μm). A scalpel was used to collect 12 sections of the ventricle per sample. Sections were transferred to a tube on ice containing 100 μl of TRIzol® Reagent (15596018, Invitrogen) and then processed with Direct-zol™ RNA Microprep kit (Zymo/ Integrated Science, R2061), according to the manufacturer’s instructions. RNA quality was examined with the High Sensitivity RNA ScreenTape on the TapeStation (Agilent) before library preparation. For RNA-seq using fresh tissue, libraries were generated using TruSeq Stranded mRNA Library Prep Kit (#20020595, Illumina) according to the manufacturer’s instructions. For RNA-seq using fixed tissue, ribosomal RNA was depleted from total RNA using NEBNext rRNA Depletion Kit (Human/Mouse/Rat) (E6310, New England Biolabs) followed by library generation using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (E7760, New England Biolabs) to select library fragment sizes of 200–400 bp, according to the manufacturer’s protocol. Libraries were validated on the TapeStation and sequenced for 150 cycles, 25 million reads, paired-end sequencing on HiSeq4000 for RNA-seq using fixed tissue, or NextSeq550 for RNA-seq using fresh tissue (Illumina).

### RNA-seq and bioinformatic analyses

Paired sequence reads underwent quality trimming using the Skewer (version 0.2.2) with default setting.^60^ For RNA-seq using fresh tissue, sequencing reads were aligned to the zebrafish genome (GRCz11.95) using STAR (version 2.5.2a) with default settings. For RNA-seq using fixed tissue, reads were aligned to the reference genome using Burrows Wheeler Aligner (version 0.7.17) with default settings.^61^ Reads aligning to Ensembl-annotated whole genes on the correct strand with a strict mapping quality (*Q* ≥ 20) were counted with feature Counts and used to construct a data matrix comprising genes with an average of 10 reads or more per sample across the experiment. Heatmaps were generated from normalized and scaled gene expression values using Complex Heatmap package (version 1.18.1) with R in RStudio.^62^ Differential gene expression analysis was performed using edgeR (v3.22.4) with R in RStudio.^63^ GSEA was performed on these data as previously described using publicly available gene sets (www.broadinstitute.org/gsea/msigdb) to determine the enrichment of Reactome pathways.

### Imaging

Imaging of heart slices was performed using a Dragonfly Spinning Disk confocal microscope (ANDOR Oxford Instruments Company). For whole-mount imaging, the heart was mounted in 0.5% low-melting-point agarose and imaged using a Zeiss LSM 710 FCS confocal microscope. Images were processed using ImageJ 1.47 software (National Institute of Health).

### Enzymatic dissociation of cardiomyocytes, staining, and quantification of cardiomyocyte size

Zebrafish ventricles were excised and dissected and the pericardial membrane was removed before being placed in paraformaldehyde (4% in PBS) for 1 h at room temperature, followed by three times washes in PBS. Ventricles were transferred in collagenase solution at 0.5 U/mL in 0.2% NaN3/PBS (Collagenase B 11088807001, Roche) in a tube shaker with oscillation at 1000 rpm at 37 °C. Collection of supernatant was performed every 4 h and the supernatant was transferred to the same volume of 0.2% NaN3/FBS. Digested material was stored at 4 °C between collections. Collection of supernatant was performed every 4 h until the entire ventricle was dissociated. Once dissociation was completed, cardiomyocytes were centrifuged at 1000 × *g* for 3 min. For immunostaining, cardiomyocytes were incubated with 4% BSA, 0.2% Triton X-100, 1 mM EDTA, 0.02% NaN3 in PBS (referred to as blocking buffer) for 10 min at room temperature, then cardiomyocytes were incubated with the anti-Tropomyosin (1:200; Sigma T9283) antibody in blocking buffer for 1 h at room temperature. Cardiomyocytes were washed with blocking buffer and incubated with the appropriate secondary fluorescent antibody (1:400: Goat anti-mouse Alexa Fluor Thermo Fisher Scientific) in blocking buffer for 1 h at room temperature. Cardiomyocytes were then washed in blocking buffer before being mounted in Fluoromount-G (Thermo Fisher Scientific) and analyzed. For quantification of cardiomyocyte volume, width, and length, Z-stack imaging was performed at ×60 magnification for a total of ~1600 cardiomyocytes (~200 per sample, *n* = 8 samples) using a Dragonfly Spinning Disk confocal microscope (ANDOR Oxford Instruments Company). All images were similarly processed using ImageJ 1.47 software (National Institute of Health). Automated quantification of cardiomyocyte volume was performed using ImageJ Trainable Weka Segmentation macro.^64^ Cardiomyocyte width and length were quantified manually using ImageJ measurement tools. The code can be accessed via GitHub using the following link (https://github.com/Jacob-Smith-MCRI/Cardiomyocyte-Volume-Calculator).

### Quantification of ventricle size, myocardial volume, collagen deposition, interstitial volume, cell death, and injury size

Heart sections labeled with Picrosirius Red/Fast Green were used to analyze ventricle volume, myocardium volume and the presence of collagen and non-collagenous proteins. Whole hearts were sectioned (sagittal sections of 8 μm) and Picrosirius Red/Fast Green labeling was performed at 56 μm intervals. Images were captured for each labeled section. All images were similarly processed using ImageJ 1.47 software (National Institute of Health). For ventricle size and myocardium volume measurements, selections were carefully traced around the entire ventricle and around the myocardial wall. Selected surface areas were then quantified using ImageJ software. Surface areas were then summed giving the total ventricle volume and myocardial volume for each sample. Myocardial volume was then normalized to ventricle volume. For interstitial volume measurements, color thresholds were adjusted to select the area corresponding to the interstitial space and interstitial volumes were measured and normalized to ventricular volumes. For quantification of collagen fibers, manual selections were captured within the ventricle on RGB images and color thresholds were adjusted to only select the area corresponding to collagen fiber staining (dark pink); four sections were processed for each sample. Collagen surface areas were measured and normalized to ventricular surface areas. Transverse heart sections of 8 μm labeled with Acid Fushin Orange G were used to quantify infarct size. Color thresholds were adjusted to dark orange to select the area corresponding to the damaged tissue and damaged tissue volumes were measured (eight sections were processed for each sample). Selected surface areas of transverse heart sections labeled with TUNEL (11684795910, Roche) were quantified using ImageJ software. Surface areas were then summed giving the total cell death volume for each sample (six sections were processed for each sample).

### Quantification of cardiomyocyte number and proliferation

Heart sections co-labeled with Tropomyosin, EdU, and Dapi were used to analyze cardiomyocyte proliferation or number. Whole hearts were sectioned (sagittal sections of 8 μm) and EdU, Dapi, and Tropomyosin co-labeling were performed at 56 μm intervals. For quantification of cardiomyocyte number, five sections were processed for each sample. Dapi positive/Tropomyosin positive nuclei were manually counted in a surface selection of the ventricle and normalized to total surface area (1000 μm^2^). For cardiomyocyte proliferation analysis, three sections corresponding to the injured area were processed for each sample. EdU positive/Tropomyosin positive nuclei were manually counted in a surface selection at the apex of the ventricle and normalized to the tropomyosin positive surface selection area.

### Statistical analysis

The nonparametric Mann–Whitney test was used for comparison of two means and linear regression analysis was performed to analyze correlations using Prism software (GraphPad). Kolmogorov-Smirnov tests was used for comparison of two frequency distributions using Prism software (GraphPad). Comparison of means are presented as the mean ± standard error of the mean (sem). Correlation analyses are presented as XY dot plots with the slope, *R* square, and *P*-value. For all analyses *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Files.

Supplementary Data Set 1.

Supplementary Data Set 2.

Supplementary Data Set 3.

Supplementary Data Set 4.

Reporting Summary Checklist

## Data Availability

All data sets associated with the current study are available from the corresponding author on reasonable request. RNA-seq data have been deposited at the Gene Expression Omnibus under the accession number GSE133131.^65^

# Supplementary material for: Vegfc/d-dependent regulation of the lymphatic vasculature during cardiac regeneration is influenced by injury context
**Source:** NPJ Regen Med. 2019 Aug 22;4:18. doi: 10.1038/s41536-019-0079-2
**Supplement:** Supplementary file 1 — Supplementary Files.

## Supplementary Files

**Supplementary Figure 1: Epicardial and myocardial blood vessels are detectable in *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> control hearts and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> mutant hearts.**

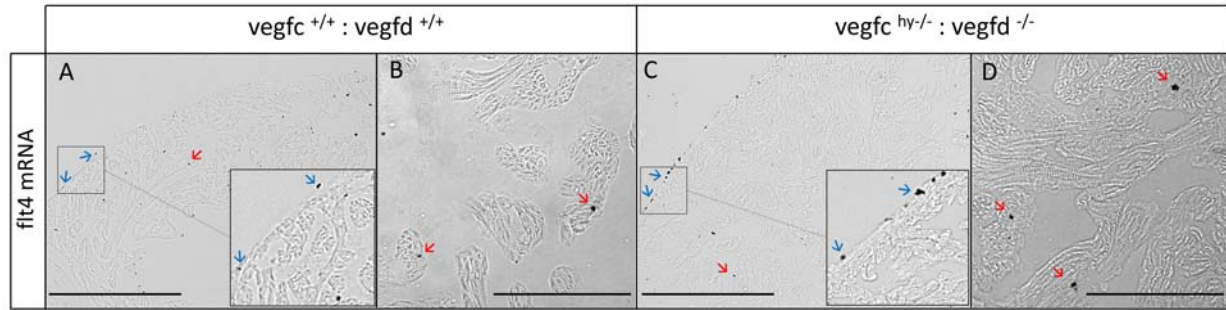

A-D: *flt4* in situ hybridization was performed on ***vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup>** (A and B) and ***vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup>** (C and D) mutant heart sections. Blue arrows denote blood vessels (expressing *flt4* mRNA) on the epicardial surface of the heart (A and C) and red arrows denote blood vessels within the myocardium (B and D). Scale bar length 500μm (A and C) or 100μm (D and E).

**Supplementary Figure 2: Characterization of collagen fibers, non-collagenous content, proliferation and cardiomyocyte isolation in the *vegfc<sup>hy/-</sup>:vegfd<sup>-/-</sup>* hearts.**

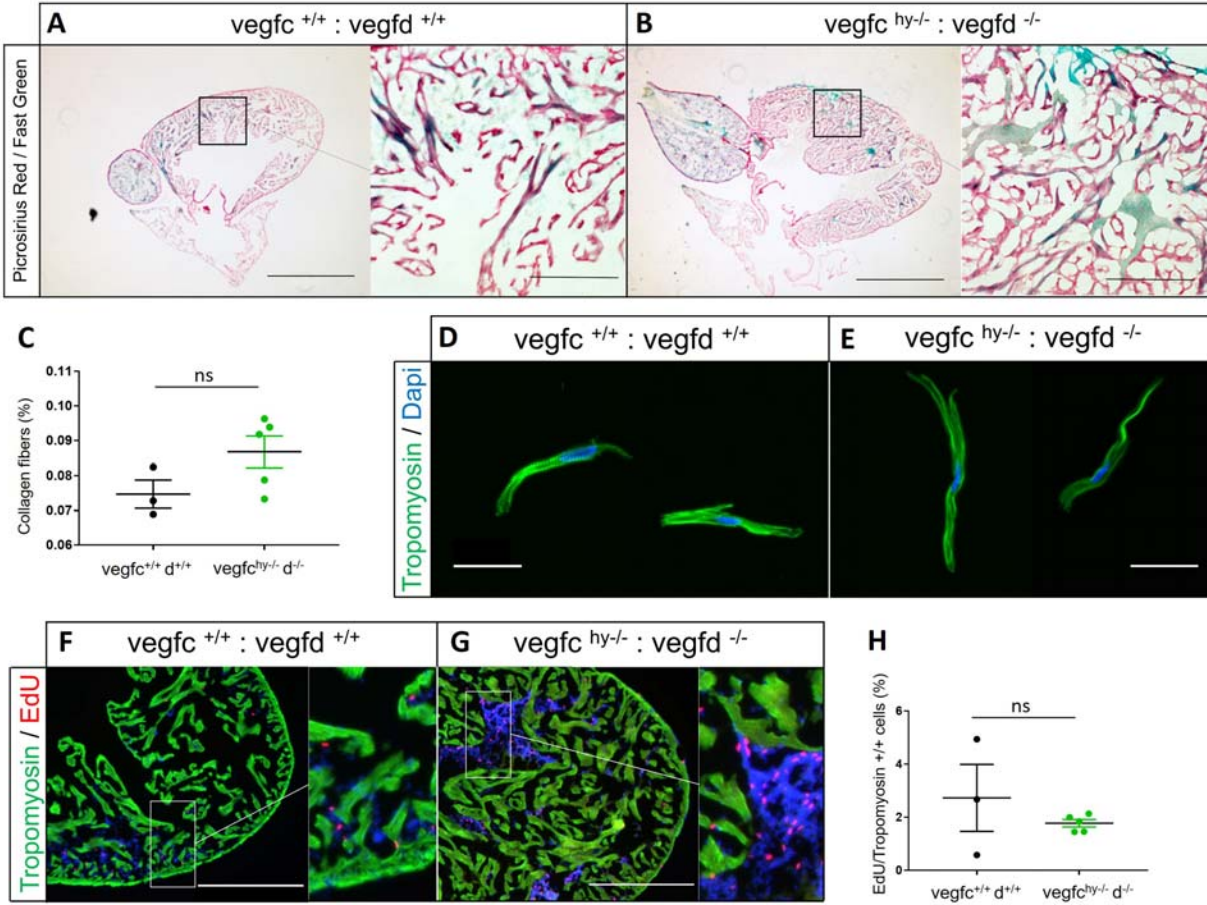

**A and B:** Picrosirius red and Fast Green staining was performed on *vegfc<sup>+/+</sup>:vegfd<sup>+/+</sup>* and *vegfc<sup>hy/-</sup>:vegfd<sup>hy/-</sup>* hearts. Pink staining marks muscle fibers, bright pink staining represents collagen fibers and green staining represents non-collagenous proteins. Note the abundance of non-collagenous proteins in the *vegfc<sup>hy/-</sup>:vegfd<sup>-/-</sup>* hearts within the interstitial space. Scale bar length 0.8mm or 160μm for the magnification. **C:** Quantification of collagen fibers in *vegfc<sup>+/+</sup>:vegfd<sup>+/+</sup>* and *vegfc<sup>hy/-</sup>:vegfd<sup>-/-</sup>* mutant hearts. There was no statistically significant difference in fibrosis between control and mutant hearts. Statistical analysis: unpaired, nonparametric, Mann-Whitney test was used to compare two means. Data are presented as the mean ± standard error of the mean (sem). **D and E:** Enzymatic digestion was performed on *vegfc<sup>+/+</sup>:vegfd<sup>+/+</sup>* or *vegfc<sup>hy/-</sup>:vegfd<sup>-/-</sup>* mutant ventricles and tropomyosin and Dapi staining were

performed on isolated cardiomyocytes. Scale bar length 30 $\mu$ m. **F-H:** EdU was injected in *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> fish every 7 days for 28 days to monitor proliferation in cardiac cells. Tropomyosin and EdU staining was performed on *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> (F) and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> hearts (G) and cardiomyocyte proliferation was quantified (H). Scale bar length 0.3mm. Cardiomyocyte proliferation occurs at a similar level in *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> hearts. Statistical analysis: unpaired, nonparametric, Mann-Whitney test was used to compare two means. Data are presented as the mean  $\pm$  standard error of the mean (sem).

Supplementary Figure 3: *Vegfc<sup>hy-/-</sup>;vegfd<sup>-/-</sup>* mutant zebrafish hearts share common transcriptional programs with pathological cardiac hypertrophy in mice.

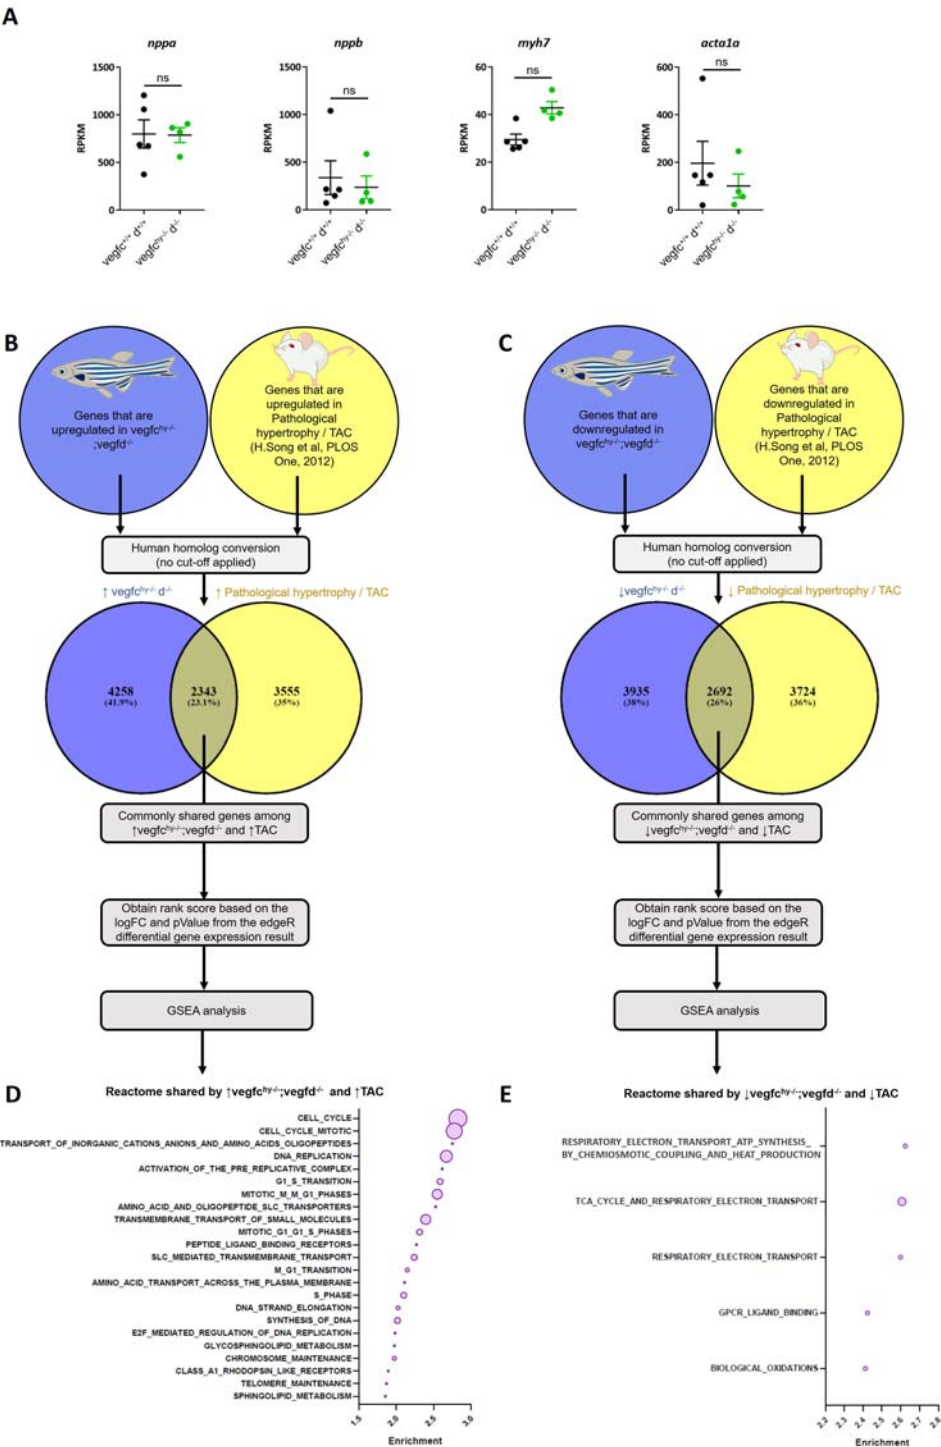

**A:** Classic cardiac hypertrophy stress markers are not up-regulated in *vegfc<sup>hy-/-</sup>;vegfd<sup>-/-</sup>* mutant ventricles. RNA-seq transcript levels for each gene presented as reads per kilobase million (RPKM). Data presented as mean  $\pm$  standard error of the mean (sem). **B-C:** Flow diagrams summarizing bioinformatic pipeline used to compare up- and down-regulated transcripts in *vegfc<sup>hy-/-</sup>;vegfd<sup>-/-</sup>* zebrafish mutants to published data for TAC-induced pathological cardiac hypertrophy in mice. All up-regulated (B) or down-regulated (C) genes in *vegfc<sup>hy-/-</sup>;vegfd<sup>-/-</sup>* mutants or all up-regulated (B) or down-regulated (C) genes in the TAC-induced pathological hypertrophy model were cross-referenced to pull out shared genes. **D:** GSEA of shared up-regulated transcripts between *vegfc<sup>hy-/-</sup>;vegfd<sup>-/-</sup>* mutant ventricles and TAC-induced pathological hypertrophy program. **E:** GSEA of shared down-regulated transcripts between *vegfc<sup>hy-/-</sup>;vegfd<sup>-/-</sup>* mutant ventricles and TAC-induced pathological hypertrophy program. Representative pathways are highlighted with circles and gene set sizes are represented by circle sizes.

Supplementary Figure 4: *Vegfc*<sup>hy-/-</sup>;*vegfd*<sup>-/-</sup> mutant zebrafish hearts share common transcriptional programs with physiological cardiac hypertrophy in mice. .

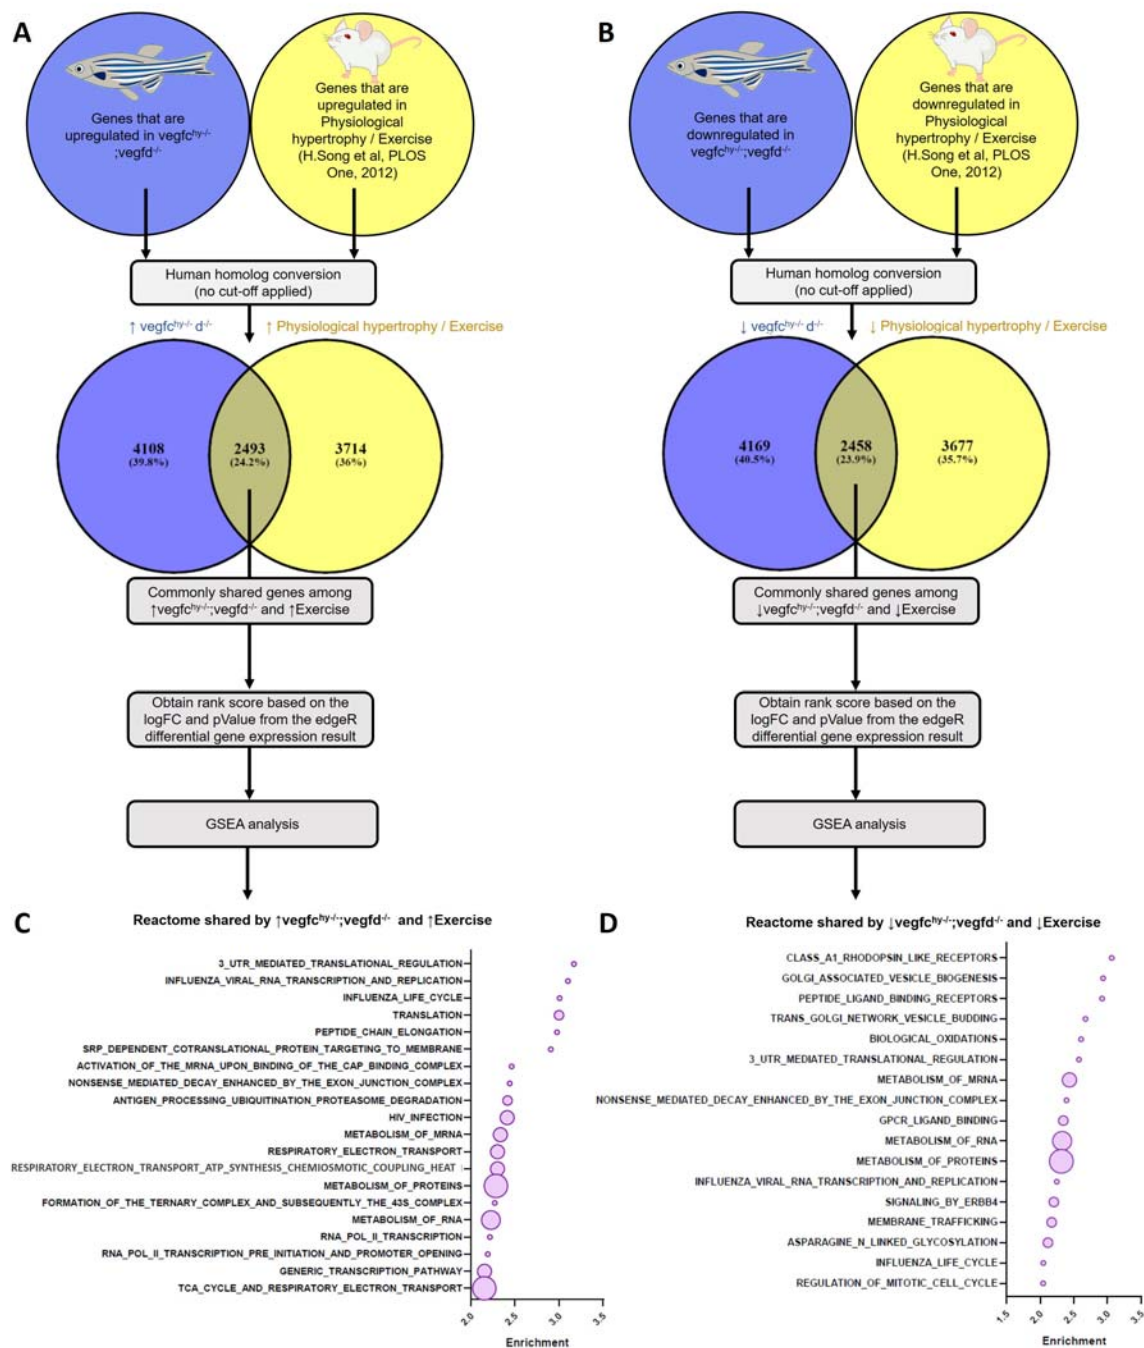

**A-B:** Flow diagrams summarizing bioinformatic pipeline used to compare up- and down-regulated transcripts in *vegfc<sup>hy/-</sup>;vegfd<sup>-/-</sup>* zebrafish mutants to published data for exercise-induced physiological cardiac hypertrophy in mice. All up-regulated (B) or down-regulated (C) genes in *vegfc<sup>hy/-</sup>;vegfd<sup>-/-</sup>* mutants or all up-regulated (B) or down-regulated (C) genes in the exercise-induced physiological hypertrophy model were cross-referenced to pull out shared genes. **D:** GSEA of shared up-regulated transcripts between *vegfc<sup>hy/-</sup>;vegfd<sup>-/-</sup>* mutant ventricles and exercise-induced physiological hypertrophy program. **E:** GSEA of shared down-regulated transcripts between *vegfc<sup>hy/-</sup>;vegfd<sup>-/-</sup>* mutant ventricles and exercise-induced physiological hypertrophy program. Representative pathways are highlighted with circles and gene set sizes are represented by circle sizes.

**Supplementary Figure 5: Cryoinjury stimulates a lymphangiogenic response in the caudal fin.**

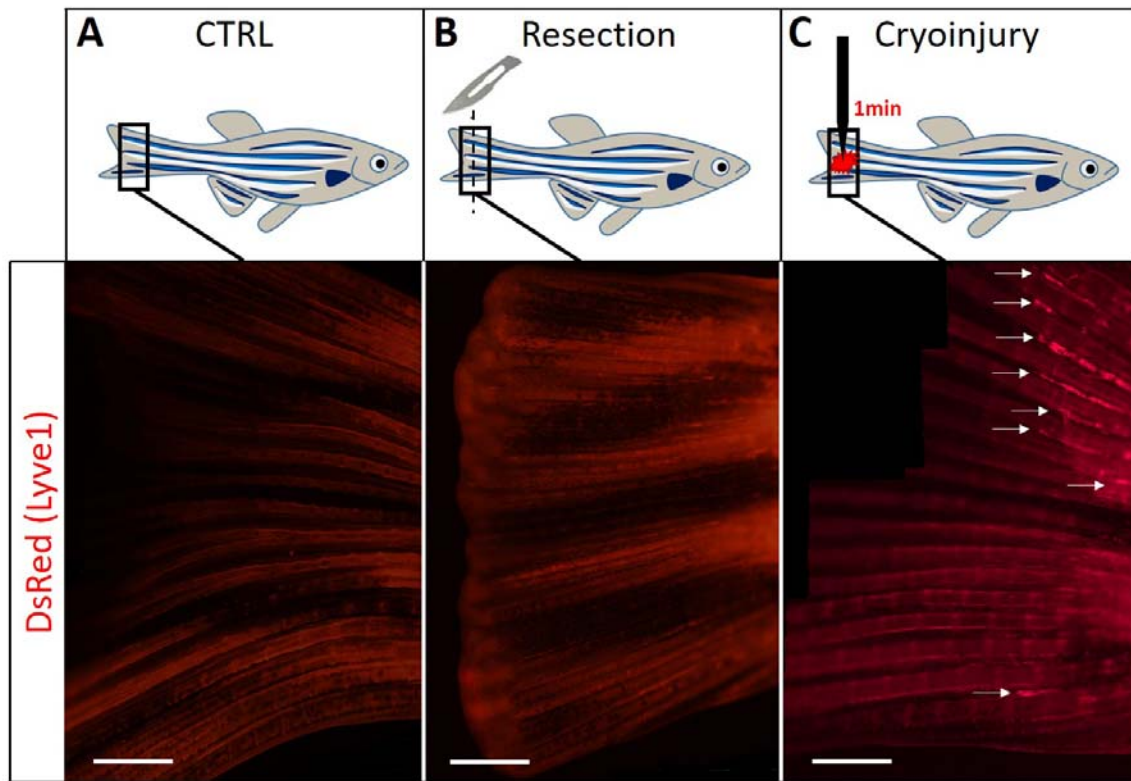

**A:** In control fish (without injury), dsRed (Lyve1) is not detected in the caudal fin indicating that lymphatic vessels are not present in the control zebrafish fin. **B:** The caudal fin was resected (along the dotted line) and observed 4 days post resection. DsRed (lyve1) is not detected in the zebrafish fin 4 days post amputation indicating that resection injury does not induce a lymphangiogenic response in the fin. **C:** The caudal fin was cryoinjured for 1 minute and observed 4 days post cryoinjury. A robust lymphangiogenic response to cryoinjury in the caudal fin was evident by the presence of DsRed (Lyve1) positive vessels between the fin rays (white arrows). Scale bar length 1mm.

**Supplementary Figure 6: Accumulation of dead cells in a subset of  $vegfc^{hy/-}$   $vegfd^{-/-}$  mutant hearts following cryoinjury.**

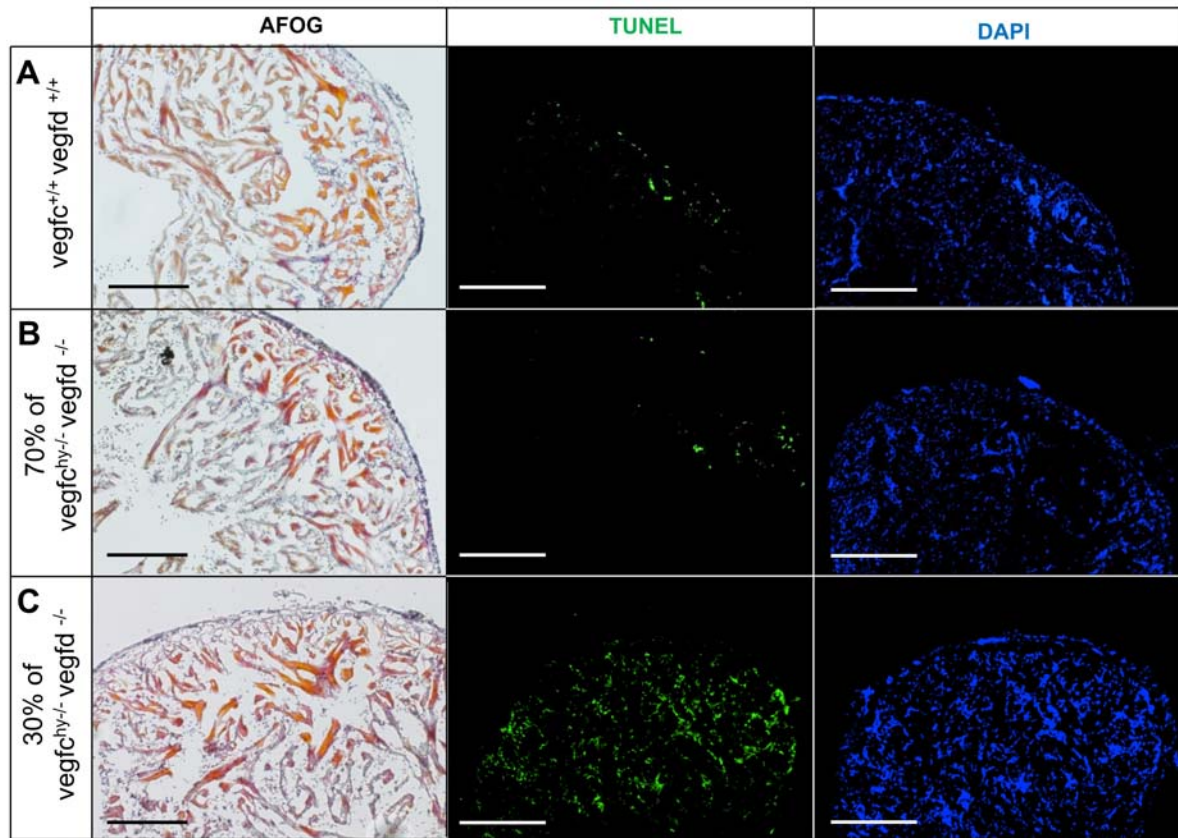

**A-C:** First column: Acid Fuchsin Orange G (AFOG) staining. Dark orange staining indicates damaged tissue. Note that injury size is similar between control and mutant hearts. Scale bar length 100 $\mu$ m. Second and third columns: TUNEL (second column) and DAPI (third column) staining were performed on  $vegfc^{+/+}:vegfd^{+/+}$  and  $vegfc^{-/-}:vegfd^{hy/-}$  hearts at 1 day post cryoinjury. Note the abundance of dead cells in 3/8 of the  $vegfc^{hy/-}:vegfd^{-/-}$  hearts. Scale bar length 200 $\mu$ m.

**Supplementary Figure 7: Lymphatic vessels are not observed in the ventricle or at the site of injury in  $vegfc^{hy/-}$   $vegfd^{-/-}$  mutant hearts after cryoinjury.**

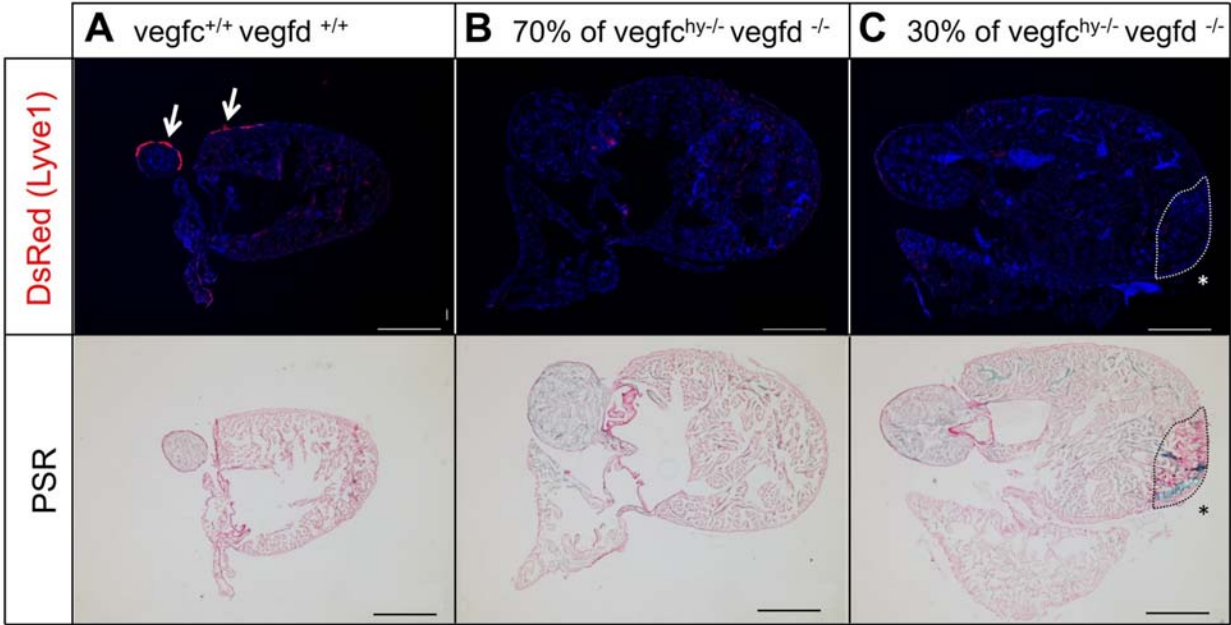

**A-C:** DsRed or PSR staining was performed on  $vegfc^{+/+};vegfd^{+/+};Tg(-5.2lyve1b:Dred)$  and  $vegfc^{hy/-};vegfd^{-/-};Tg(-5.2lyve1b:Dred)$  mutant lines 6 months after cryoinjury. Arrows denote lymphatic vessels (DsRed staining) on the epicardial surface of the heart. Note absence of lymphatic vascular network in the ventricle and bulbus arteriosus of  $vegfc^{hy/-};vegfd^{-/-}$  double mutants. Note absence of lymphatic vessels at the site of injury in  $vegfc^{hy/-};vegfd^{-/-}$  double mutants (\*). Scale bar length 0.5mm.

**Supplementary Figure 8: Cardiomyocyte proliferation is not correlated with regeneration or myocardial volume in control and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> hearts.**

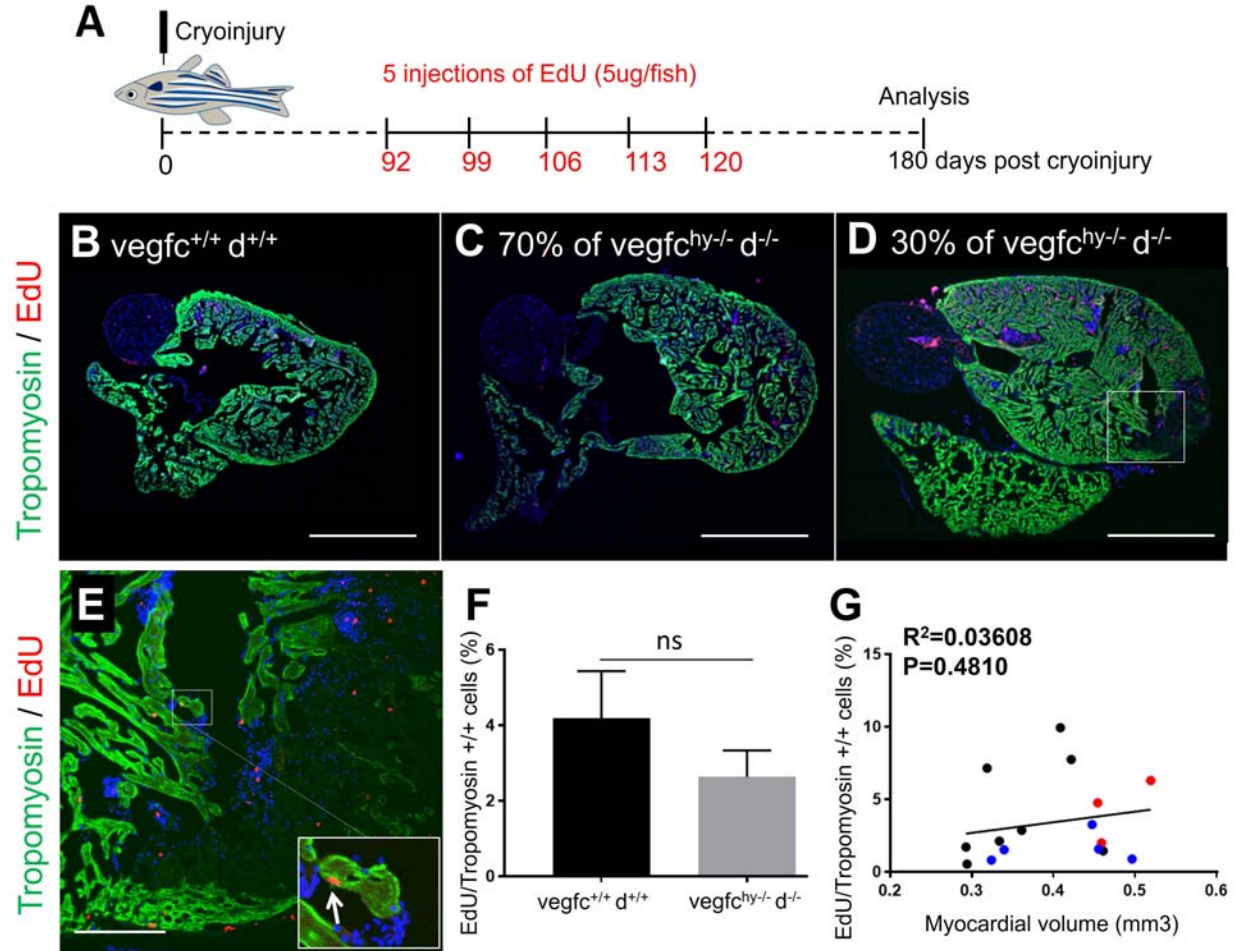

**A:** EdU was injected in *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> fish to monitor proliferation in cardiac cells after cryoinjury. Scale bar length 0.8mm. **B-D:** Tropomyosin and EdU staining was performed on *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> hearts 180 days after cryoinjury. Scale bar length 0.8mm. **E:** Magnification of white box in D. Scale bar length 150μm. Note that cardiomyocyte proliferation still occurs in *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> mutants that had impaired regenerative capacity. **F:** Cardiomyocyte proliferation occurs at a similar level in *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> hearts. **G:** Correlation analyses between myocardial volume and cardiomyocyte proliferation in *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> and *vegfc*<sup>hy/-</sup>:

:*vegfd*<sup>-/-</sup> mutant hearts 6 months after cryoinjury. Black plots represent *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> hearts, blue plots represent *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> hearts that showed complete heart regeneration, red plots represent *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> hearts that had impaired cardiac regenerative capacity. Statistical analysis: unpaired, nonparametric, Mann-Whitney tests was used to compare two means. Data are presented as the mean  $\pm$  standard error of the mean (sem). Correlation analyses are presented as a dot plot with the slope, R square and P value. n= 8 *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup>, n=8 *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup>.

**Supplementary Figure 9: Cardiomyocyte proliferation is not correlated with infarct size at day 19 following cryoinjury in control and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> hearts.**

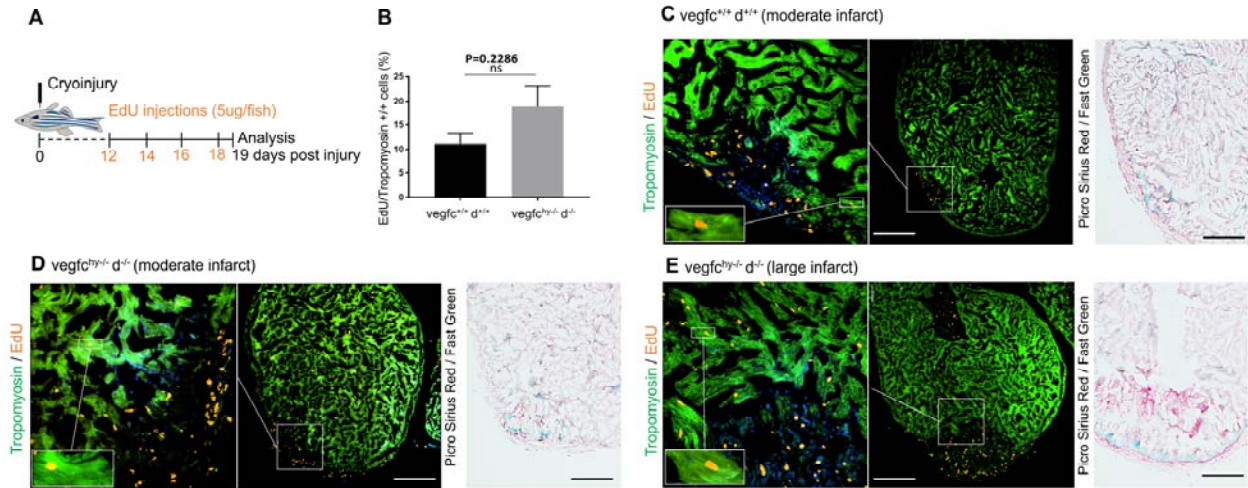

**A:** EdU was injected in *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> fish to monitor proliferation in cardiac cells after cryoinjury. **B:** Cardiomyocyte proliferation occurs at a similar level in *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> hearts 19 days after cryoinjury. **C-E:** Tropomyosin/EdU and Picro Sirius red/Fast green staining were performed on *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> and *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup> hearts on day 19 after cryoinjury. Statistical analysis: unpaired, nonparametric, Mann-Whitney test was used to compare two means. Data are presented as the mean  $\pm$  standard error of the mean (sem). Correlation analyses are presented as a dot plot with the slope, R square and P value.  $n=4$  *vegfc*<sup>hy/-</sup>:*vegfd*<sup>-/-</sup>,  $n=3$  *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup>. Scale bar length 245 $\mu$ m (Tropomyosin/Edu) or 200 $\mu$ m (Picro Sirius red/Fast green).

Supplementary Figure 10: Transcriptional programs induced by cryoinjury in *vegfc<sup>hy-/-</sup>;vegfd<sup>-/-</sup>* mutant hearts.

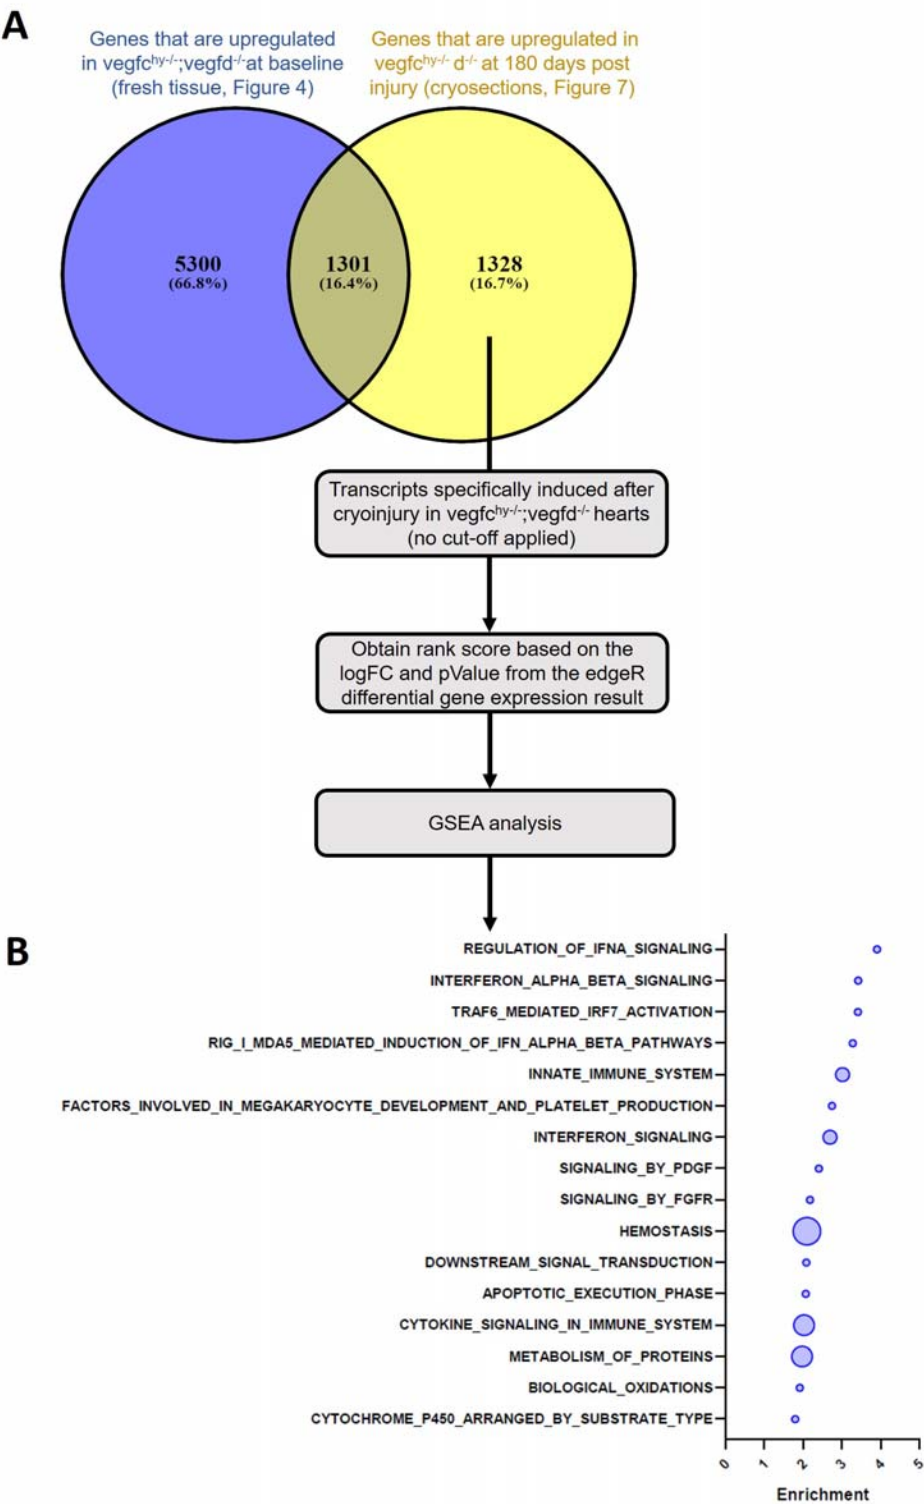

**A:** Flow diagram summarizing bioinformatic pipeline used to compare the *vegfc*<sup>hy/-</sup>;*vegfd*<sup>-/-</sup> baseline transcriptome derived from fresh whole ventricle tissue (Figure 4) to the *vegfc*<sup>hy/-</sup>;*vegfd*<sup>-/-</sup> transcriptome derived from cryosections at 180 days post cryoinjury (Figure 7). All up-regulated genes in *vegfc*<sup>hy/-</sup>;*vegfd*<sup>-/-</sup> mutants without injury or all up-regulated genes in *vegfc*<sup>hy/-</sup>;*vegfd*<sup>-/-</sup> mutants at 180 days post injury were cross-referenced to identify a subset of genes specifically induced by cryoinjury. **B:** GSEA of the specific injury-induced transcripts in *vegfc*<sup>hy/-</sup>;*vegfd*<sup>-/-</sup> mutant ventricles after cryoinjury. Representative pathways are highlighted with circles and gene set sizes are represented by circle sizes.

### **Supplementary Data Set 1: Cardiomyocyte width, length and volume measurements.**

Table summarizing width, length and volume measurements performed on  $vegfc^{+/+}:vegfd^{+/+}$  or  $vegfc^{hy/-}:vegfd^{+/+}$  or  $vegfc^{hy/-}:vegfd^{-/-}$  isolated cardiomyocytes. Measurements were performed from a total of ~200 cardiomyocytes per sample (~800 cardiomyocytes per group) comprising n=4  $vegfc^{hy/-}:vegfd^{-/-}$  ventricles and n=4  $vegfc^{+/+}:vegfd^{+/+}$  ventricles, respectively.

**Supplementary Data Set 2: RNA-seq data of cardiac ventricles from *vegfc*<sup>+/+</sup>;*vegfd*<sup>+/+</sup> controls and *vegfc*<sup>hy-/-</sup>;*vegfd*<sup>-/-</sup> mutants.**

List of differentially regulated genes, their associated Reactome pathways, their fold changes and p-values from the RNA-seq analysis performed on cardiac ventricles from control and mutant zebrafish ventricles at 5 months of age.

**Supplementary Data Set 3: RNA-seq data obtained from cryosections of cardiac ventricles from *vegfc*<sup>+/+</sup>:*vegfd*<sup>+/+</sup> controls and *vegfc*<sup>hy-/-</sup>:*vegfd*<sup>-/-</sup> mutants at 180 days following cryoinjury.**

List of differentially regulated genes, their associated Reactome pathways, their fold changes and p-values from the RNA-seq analysis performed on cryosections from control and mutant ventricles at 180 days following cryoinjury.

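The table gives, for each gene and Reactome set, a log2 fold change, a mean log2 CPM, a likelihood ratio statistic and its unadjusted p-value, with a positive fold change for genes higher in mutants. A zebrafish gene is repeated for each set and each human ortholog, so that its 1250 entries hold 346 genes. In the paper's table, 43 of these genes have a p-value under 0.05. In the counts of the 13 samples, 284 of the genes passed the filter, and 13 averaged under 1 count per sample. The direction was that of the table for 280 of the 284 genes (98.6%). At an unadjusted p under 0.05 there were 33 genes, 16 higher and 17 lower in mutants; 26 of these also have a p-value under 0.05 in the table. After adjustment in edgeR, 0 of the genes passed, both over all tested genes and over this list alone.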

**Supplementary Data Set 4: RNA-seq data obtained from cryosections of *vegfc<sup>hy-/-</sup>;vegfd<sup>-/-</sup>* mutant hearts that did not regenerate or mutant hearts that recovered completely at 180 days post cryoinjury.**

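Supplementary Data Set 4 has the same layout, with 350 entries for 141 genes in 12 Reactome sets, 70 of the genes being shared with Supplementary Data Set 3. Its fold changes compare mutant hearts with each other by their regenerative outcome, a grouping not used here, so none of them is recomputed. In the paper's table, 9 of the 141 genes have a p-value under 0.05. Of the 141 genes, 118 averaged at least 10 counts per sample over the 13 samples analysed here, and 82 had a count in 6 or fewer of them. The entries of ifnphi2 are again repeated for its human orthologs, in 5 of the 12 sets.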

List of differentially regulated genes, their associated Reactome pathways, their fold changes and p-values from the RNA-seq analysis performed on cryosections of *vegfc<sup>hy-/-</sup>;vegfd<sup>-/-</sup>* mutant hearts that did not regenerate (n=3) or on cryosections of mutant hearts which recovered completely (n=5) at 180 days post cryoinjury (presented in Figure 6G-L).

How the deposited data were processed for this re-analysis (not part of the article)

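Ribosome-depleted RNA from ventricular cryosections of 6 vegfc/vegfd mutant and 7 control zebrafish, collected 180 days after cryoinjury, was analysed. The condition and the replicate number of each sample come from the sample titles. The authors trimmed the reads, aligned them with BWA and counted them with featureCounts; the deposited table holds these counts, without normalization and before any filter on low counts. It was checked that the values are whole numbers, that genes with 0 counts are present and that no 2 samples hold identical values.

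Genes with a mean of at least 10 counts per sample were kept, as in the paper's methods. Library sizes were scaled with TMM, and mutant and control samples were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with 1 factor for condition, the default prior count of 0.125 for fold changes and Benjamini-Hochberg adjustment over all genes tested. Replicate numbers shared by mutant and control samples belong to different animals, so no block was used. The SE of a log2 fold change was derived as its absolute value divided by the square root of the F statistic. It is not an output of edgeR and does not show how far a value rests on 1 sample. A fold change against a group with at most 3 counts in every sample is given as a lower bound, which depends on the scaling. Reactome set membership was taken from Supplementary Data Set 3. Pre-ranked enrichment was run with fgsea 1.28.0 (random seed 1; 10000 preliminary permutations) on sets with at least 5 tested genes, with adjustment over the 18 sets. The default of 1000 preliminary permutations was raised after seeing the data, because it left some sets without a p-value when library sizes were unscaled. A set score per sample used a pseudocount of 1, and groups were compared with exact two-sided permutation tests over all 1716 splits of the 13 samples into 6 and 7. A floor of 3 counts corresponded to between 0.406 and 0.8 CPM. The library sizes behind these values include the gene holding most counts, so the floor is higher relative to the counts on all other genes.

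Alternatives were RLE, upper-quartile, TMMwsp and no scaling of library sizes; no filter, filterByExpr and a count in at least 7 samples; the likelihood ratio test, the robust quasi-likelihood fit, DESeq2 1.42.0 and voom with sample quality weights from limma 3.58.1; a block for replicate number; other ranks, weights and entries per ortholog for the enrichment; camera; a pseudocount of 0.1; and leaving out each sample in turn. Added after seeing the data were a fit without the gene holding most counts, enrichment with no filter and 1 entry per ortholog together, with and without ifnphi2 and under both edgeR tests, and a prior count of 20. Prior counts of 1, 2, 5 and 10 were compared with the paper's table in the same way. Each result of the model was compared with 96 splits of the samples that part the 5 same-numbered pairs.

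The genes named are the 5 with the smallest p in each direction, the 5 with the most counts, those labelled in Fig. 7b, ifnphi2, the interferon and cytokine members with an unadjusted p under 0.05, vegfc and vegfd, and further genes the paper names. Names were read from Supplementary Data Sets 2 to 4. Genes without a name there are limited to a pair of identifiers per direction. Genes whose names these tables do not pair with an identifier, vegfc and vegfd among them, are not analysed here. One gene that the rule would name is not reported here. The comparison of mutants by regenerative outcome and the counts of uninjured hearts are not analysed here. The paper's table for uninjured hearts was compared by direction only.

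The procedure was tested on simulated data with 200 genes changed 16-fold. At a dispersion of 0.5, 100% of the 200 changed genes tested were recovered at an adjusted p under 0.05, with 9 other genes called. At the dispersion of these samples (median 10.4), 0% of the 179 changed genes tested were recovered at that threshold and 43.6% at an unadjusted p under 0.05, which 12.4% of unchanged genes also passed. Unadjusted p-values at this dispersion are therefore not calibrated.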

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

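The measures and genes below were selected because 1 sample lay far from the others of its group, by its gap to the nearest sample as a share of the group's range. The critical share is Dixon's 95% value for the size of the group. Chance alone selects about 1 in 20 groups, or 2.5 of the 50 tested, and 13 were selected. Of these, 11 were among 36 groups for named genes and 2 among 14 for measures of depth. The tests named in this part were chosen before their results were seen.

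In control 8, ENSDARG00000087732 held 60.8% of the counts, against 87.7% in the nearest control (gap 0.876 of the range), and the counts outside that gene were 1070324, against 505806 (gap 0.694). ENSDARG00000090170 (gap 0.714) and ENSDARG00000114920 (gap 0.622) were both highest in this sample, and 728239 of its counts fell on the first of them. Without control 8, the log2 fold change of ENSDARG00000090170 was -0.03 in place of -10.55, and that of ENSDARG00000114920 was -1.70 in place of -7.61. Both calls therefore depend on this animal. With no name for either gene, reads from another source and a change in this heart were not tested, and no biological explanation was tested.

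Among named genes, the sample far from the others was a control for etfa (control 5, gap 0.751), pik3r1 (control 6, gap 0.827) and mxe (control 3, gap 1). It was a mutant for etfa (mutant 2, gap 0.719), uba7 (mutant 5, gap 0.829), pik3r1 (mutant 2, gap 1), mxe (mutant 3, gap 1), hgfa (mutant 4, gap 1) and eif4a2 (mutant 5, gap 1). A gap of 1 means that every other sample of the group had 0 counts. For mxe, hgfa and eif4a2 the mutant sample in question held 1 count, so the gap carries little information there. These genes were named partly for their small p-values, which favours genes with an extreme sample, so the excess over chance is not evidence of a shared source. Detection was low among called genes in general: 6.32% of the genes with an unadjusted p under 0.05 had a count in at least 7 of 13 samples, against 43.5% of the other tested genes. Detection and the call are linked, so this does not show what set these samples apart. No biological explanation was tested for these samples.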

How the results depend on the processing

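The alternatives were chosen before the data were examined, except those described as added. Scaling moved the median log2 fold change of all tested genes from -0.30 with TMM to -0.51 with RLE, -0.36 with TMMwsp, -1.51 with unscaled library sizes and 0.39 with upper-quartile scaling, so the balance of higher and lower genes is relative to the scaling.

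There were 933 genes with an unadjusted p under 0.05, where 307 were expected by chance, and 491 with voom. There were 6838 with no filter (980 expected), 36 with filterByExpr (70 expected) and 100 among genes counted in at least 7 samples (116 expected). Across the 13 fits that each left out 1 sample there were from 868 to 1199. The 6 genes with an adjusted p under 0.05 became 87 with upper-quartile scaling, 14 with unscaled library sizes, 2 with no filter, 2 with filterByExpr, 3 among genes counted in at least 7 samples, 1 with the likelihood ratio test, 142 with DESeq2 and 3 with the robust fit, and from 2 to 7 when 1 sample was left out. The 2700 genes higher in mutants became 1584 with unscaled library sizes, 8321 with no filter (of 19595 genes), 579 with filterByExpr (of 1402) and 1058 among genes counted in at least 7 samples (of 2323), and from 2458 to 2855 when 1 sample was left out. The causes were not tested.

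The 6 enriched sets became 10 with upper-quartile scaling, 10 with the likelihood ratio test, 10 with the robust fit, 10 with an enrichment weight of 0 and, as an added alternative, 10 without ENSDARG00000087732. They became 0 with unscaled library sizes, DESeq2, voom and camera, where 1, 4, 0 and 1 sets had an unadjusted p under 0.05. Leaving out 1 sample gave from 1 to 10 sets. Across 10 random seeds the count was 6 or 7, since mitochondrial protein import had an adjusted p from 0.0482 to 0.058. With no filter and 1 entry per ortholog, added after seeing the values, 12 of 20 sets were enriched, and 13 of 20 with the likelihood ratio test as well.

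The NES of translation, 1.82, was not past the threshold with unscaled library sizes (1.06; adjusted p = 1), DESeq2 (1.40; adjusted p = 0.166) or voom (1.85; adjusted p = 0.218), nor without mutant 2 (1.42; adjusted p = 0.101) or control 8 (1.78; adjusted p = 0.086). It ran from 1.42 to 1.91 when 1 sample was left out; its adjusted p ran from 3.83e-06 to 1 over all alternatives. The NES of cytokine signaling, -0.84, was reversed with upper-quartile scaling (0.77), no filter (0.66) and a weight of 0 (0.72), ran from -0.97 to 0.87 when 1 sample was left out, and was 1.52 and 1.14 in the added combinations with the quasi-likelihood and likelihood ratio tests. The NES of interferon alpha beta signaling, 0.82, was reversed with unscaled library sizes (-0.49) and voom (-0.82), ran from -0.81 to 1.04 when 1 sample was left out, and was 2.66 and 2.35 in the added combinations. It has no value with filterByExpr, which left fewer than 5 of its genes. The difference in cytokine score, -0.10, was -0.53 with unscaled library sizes (exact permutation p = 0.0309), 0.16 with upper-quartile scaling, and from -0.24 to 0.049 when 1 sample was left out. With unscaled library sizes most tested genes were lower in mutants, so the value there is not specific to this set.

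With replicate number as a block, 109 genes had an unadjusted p under 0.05, 1 an adjusted p under 0.05, and 10 sets were enriched; the paired difference in cytokine score was -0.26 over 5 pairs (exact permutation p = 0.375, where 0.0625 is the smallest possible). Same-numbered samples are different animals, and their profiles correlated at a mean r of 0.0208 across genes. Mutant 2, control 7 and control 8 have no same-numbered partner, and 29 of the 109 genes also had p under 0.05 without the block. A call lost with the block is not read as a weaker effect.

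Among named genes, pik3r1 (0.087) and mxe (0.14) were reversed with DESeq2; other changes of call were 33 weaker and 9 stronger, and 397 values were neither. ENSDARG00000087732 passed with the quasi-likelihood test (adjusted p = 5.16e-17) and not with the likelihood ratio test (adjusted p = 0.947). The planned test of vegfc and vegfd was not run. The spread between samples limits the gene results: on simulated data, 0% of 179 changed genes passed the adjusted threshold at the dispersion of these samples (median 10.4), and 100% of 200 at a dispersion of 0.5.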

Differences from the paper's values

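Fold changes of named genes are compared with Supplementary Data Set 3 of the paper. Apart from pik3r1, the values here are lower bounds, and each exceeds the paper's fold. Genes higher in mutants were cct3 (paper 4.48-fold, here at least 20.1-fold higher), eif3ba (paper 4.19-fold, here at least 19.1-fold higher), uba7 (paper 2.08-fold, here at least 5.72-fold higher), prkcdb (paper 2.53-fold, here at least 9.41-fold higher) and ptpn1 (paper 2.65-fold, here at least 8.91-fold higher). Genes lower in mutants were ENSDARG00000103716 (paper 2.97-fold, here at least 13.9-fold lower), rapgef1b (paper 2.85-fold, here at least 13.3-fold lower), mxe (paper 2.62-fold, here at least 10.8-fold lower), hgfa (paper 2.47-fold, here at least 10.3-fold lower), map3k1 (paper 1.93-fold, here at least 6.92-fold lower) and eif4a2 (paper 1.98-fold, here at least 6.69-fold lower). For pik3r1 the paper's log2 fold change is -2.32 and the value here -5.32.

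Values were compared within 1.5 times the paper's fold, or within the SE for pik3r1. Of the alternatives set before the data were examined, unscaled library sizes met this for uba7 (at least 2.09-fold higher) and ptpn1 (at least 3.17-fold higher), and leaving out mutant 6 met it for prkcdb (at least 3.64-fold higher), although each bound still exceeds the paper's fold. For pik3r1, voom gave -2.44, and the replicate block gave -4.67, which met the criterion only through its wide SE. With upper-quartile scaling the bounds of map3k1, eif4a2, mxe, hgfa and rapgef1b fell to 0.685, 0.891, 0.896, 1.3 and 2.15, below the paper's folds; a bound below the paper's value holds whatever the fold is, so it does not show that the gap closed. None of them closed the gap for cct3, eif3ba or ENSDARG00000103716. Leaving out mutant 1 lowered the bound of cct3 to 6.74-fold, and leaving out control 8 lowered that of ENSDARG00000103716 to 4.48-fold. Both narrowly missed the criterion. A prior count of 20 with no filter and the likelihood ratio test, chosen after seeing the paper's values, came close to its fold changes for all 12 genes. The log2 fold changes were -2.16 for pik3r1, 2.05 for eif3ba, 2.11 for cct3 and -1.59 for ENSDARG00000103716. The paper's values are -2.32, 2.07, 2.16 and -1.57. The p-values matched less closely: 25 genes of the table were under 0.05 there, against 43 in the paper, with 22 shared.

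Enrichment scores were read by eye from Fig. 7, in the panel the text cites as Fig. 7c. Cytokine signaling is at about 2.2 in Fig. 7c in the paper and at -0.84 here, interferon alpha beta signaling at about 3.1 in Fig. 7c and at 0.82 here, and translation at about 3.3 in Fig. 7c and at 1.82 here. An enrichment weight of 0 closed the gap for translation. None of the alternatives set before the data were examined closed it for cytokine or interferon alpha beta signaling. With no filter and 1 entry per ortholog, chosen after seeing the values, interferon alpha beta signaling was 2.66 and cytokine signaling 1.52, and adding the likelihood ratio test gave 2.35 and 1.14.

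The paper states that pathways of cytokine signaling and inflammation were upregulated in mutant ventricles; here, with the filter, TMM and the quasi-likelihood test, 0 of these sets had an adjusted p under 0.05 or an unadjusted p under 0.05, and the smallest adjusted p was 0.301. With no filter, an alternative set before the data were examined, regulation of IFNA signaling was enriched (NES 1.78; adjusted p = 0.0283). The paper also names RNA metabolism. Nonsense-mediated decay was enriched here, and metabolism of mRNA had an adjusted p of 0.0854. It was under 0.05 with upper-quartile scaling (0.0118), the likelihood ratio test (0.0202), the robust fit (0.0372) and the replicate block (0.0246). The same held for an enrichment weight of 0 (0.000418) and a count in at least 7 samples (0.0497). It was above 0.05 with RLE (0.497), TMMwsp (0.206), no filter (0.269), filterByExpr (0.345), DESeq2 (0.81) and voom (0.231). With unscaled library sizes the NES was -0.53. When 1 sample was left out, the adjusted p ran from 0.0203 (without mutant 5) to 0.782 (without mutant 6).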

Other observations

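The tests of scaling, of the entries of ifnphi2, of the prior count and of the more mixed splits were chosen only after their results were seen; the tests by other splits, by matched lists, of sparse counting and of the dominant gene were not. Every explanation in this part is a hypothesis.

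Each result was compared with the 96 splits of the 13 samples into 6 and 7 that part the 5 same-numbered pairs, the real split included. Sets and NES were counted in either direction, and genes higher in mutants by their distance from an even division. A result as large was given by 22 of the 96 splits for genes with an unadjusted p under 0.05, where the other splits gave 818 to 1230 genes, by 22 for genes with an adjusted p under 0.05, and by 34 for genes higher in mutants. It was given by 12 splits for enriched sets, by 35 for cytokine signaling and by 65 for interferon alpha beta signaling. Some of the other splits hold most mutants on one side and so carry much of the genotype contrast. Among the 75 splits with 2 to 4 mutants in the group of 6, a selection made after the splits were seen, a result as large was given by 15 for genes with an unadjusted p under 0.05, by 16 for genes with an adjusted p under 0.05, by 25 for genes higher in mutants, by 5 for enriched sets, by 28 for cytokine signaling and by 55 for interferon alpha beta signaling.

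For translation, 4 of the 96 splits had a NES as far from 0 in either direction (4.17%), and 0 of the 75 more mixed splits did. Of 1000 gene lists matched to its 82 genes on mean count and detection, none had an enrichment score as high as 0.545; they ran from -0.64 to 0.443, which gives 0.0999%, the smallest share such lists can give. Neither test accounts for the enrichment. A higher level of translation genes in mutant ventricles is one hypothesis, with 57 of the 82 genes higher and 5 of 6 mutants above the control median. Against it, the difference in score between animals had an exact permutation p of 0.189. The gene set test that allows for correlation between genes had p = 0.113. The set was not past the threshold with DESeq2 (NES 1.40) or voom (1.85). Leaving out mutant 2 (NES 1.42; adjusted p = 0.101) or control 8 (NES 1.78; adjusted p = 0.086) also raised its adjusted p above 0.05. With unscaled library sizes it was not past the threshold either (NES 1.06). There the median log2 fold change of all tested genes was -1.51, so that fit does not decide the question. In the added fit without ENSDARG00000087732 the set was past the threshold (NES 1.87; adjusted p = 0.00017). The split test is 1 of 7 such tests. Differences in cell composition between sections, RNA quality and sequencing batch were not tested, so this pattern cannot be told apart from them.

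The genes with an unadjusted p under 0.05 were counted in few samples. Of these 933 genes, 6.32% had a count in at least 7 of 13 samples, against 43.5% of the other tested genes, and the median gene had 74.3% of its counts in its highest sample. Since 93.1% of them had at most 3 counts in every sample of one group, detection is tied to the call, and the contrast does not show sparse counting to be its source. On simulated data at the same dispersion and with no change, 10.8% of genes passed this threshold. The balance of higher and lower genes may follow the scaling: 38.8% of these genes were higher in mutants with TMM, 24.2% with unscaled library sizes and 57% with upper-quartile scaling.

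The larger totals of the mutant samples may come from the single gene ENSDARG00000087732, since the counts outside it did not differ between groups (exact permutation p = 0.652). Ribosomal RNA left after a depletion kit designed for other species is a candidate identity, and it was not tested, because the gene has no name in the tables used here. Its share separates mutants from controls completely, so a difference in library preparation and the genotype cannot be told apart.

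The entries of ifnphi2 may account for the enrichment of interferon alpha beta and cytokine signaling that appears with no filter and 1 entry per ortholog. The gene had 8 counts, all in mutant 5. Without its entries the adjusted p was 0.45 in place of 4.58e-06 for interferon alpha beta signaling and 0.989 in place of 0.0284 for cytokine signaling. With the likelihood ratio test, interferon alpha beta signaling went from a NES of 2.35 (adjusted p = 2.18e-05) to 1.18 (adjusted p = 0.323) without ifnphi2, while cytokine signaling was not enriched to begin with (NES 1.14; adjusted p = 0.207). This combination with the likelihood ratio test was run first; the one with the quasi-likelihood test was then chosen for the test because both sets are enriched there. Over all alternatives run, the adjusted p ran from 4.58e-06 to 1 for interferon alpha beta signaling and from 0.0284 to 1 for cytokine signaling. Regulation of IFNA signaling was enriched with no filter and each gene entered once (NES 1.78; adjusted p = 0.0283), where ifnphi2 is 1 of its 7 genes. With 1 entry per ortholog and no filter, the set without ifnphi2 holds the other 6 genes and was not past the threshold (NES 1.58; adjusted p = 0.116; with the likelihood ratio test, NES 1.57; adjusted p = 0.0923). Over all alternatives its adjusted p ran from 2.8e-11 to 1. Whether the paper's enrichment was computed on such entries was not tested.

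The fold changes of Supplementary Data Set 3 may have been computed with a larger prior count than edgeR's default. With no filter and a prior count of 20, the median absolute difference from the paper's log2 fold changes over 344 genes was 0.0303, and it was 0.665 at the default. The value of 20 was picked from 6 because it came closest, on the same table, and the paper does not state it. The p-values did not match as closely: 25 of the 344 genes were under 0.05 at every prior count, against 43 in the paper, with 22 shared. Across genes, which are not independent replicates, the fold changes correlated at r = 0.9988 and the mean log2 CPM at r = 0.99941, although these are fits of 13 samples and the paper's design has 8 mutants and 8 controls. No biological explanation was tested for this pattern.

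Supplementary Data Set 2, the paper's table for uninjured mutant hearts, was compared by direction over the part of it used here. Of its genes tested here, 142 of the 260 with a positive fold change in the paper (54.6%) and 141 of the 272 with a negative one (51.8%) were higher in injured mutant ventricles (Fisher's exact test across genes, which are not independent replicates, p = 0.544). The direction of the fold changes in that table was taken as mutant against control and was not checked. The part used holds 1331 genes, of which 532 were tested here. The test therefore cannot decide whether injured and uninjured mutant hearts share changes.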
